# Temporal and context-dependent requirements for the transcription factor Foxp3 expression in regulatory T cells

**DOI:** 10.1038/s41590-025-02295-4

**Published:** 2025-10-08

**Authors:** Wei Hu, Gabriel A. Dolsten, Eric Y. Wang, Giorgi Beroshvili, Zhong-Min Wang, Aazam P. Ghelani, Lion F. K. Uhl, Regina Bou-Puerto, Xiao Huang, Anthony J. Michaels, Beatrice E. Hoyos, Wenjie Jin, Yuri Pritykin, Alexander Y. Rudensky

**Keywords:** Immune tolerance, Gene regulation in immune cells

## Abstract

Regulatory T (T_reg_) cells, expressing the transcription factor Foxp3, are obligatory gatekeepers of immune responsiveness, yet the mechanisms by which Foxp3 governs the T_reg_ transcriptional network remain incompletely understood. Using a novel chemogenetic system of inducible Foxp3 protein degradation in vivo, we found that while Foxp3 was indispensable for the establishment of transcriptional and functional programs of newly generated T_reg_ cells, Foxp3 loss in mature T_reg_ cells resulted in minimal functional and transcriptional changes under steady state. This resilience of the Foxp3-dependent program in mature T_reg_ cells was acquired over an unexpectedly long timescale; however, in settings of severe inflammation, Foxp3 loss led to a pronounced perturbation of T_reg_ cell transcriptome and fitness. Furthermore, tumoral T_reg_ cells were uniquely sensitive to Foxp3 degradation, which led to impairment in their suppressive function and tumor shrinkage in the absence of pronounced adverse effects. These studies demonstrate a context-dependent differential requirement for Foxp3 for T_reg_ transcriptional and functional programs.

## Abstract (web summary)

Rudensky and colleagues demonstrate a context-dependent differential requirement for Foxp3 for T_reg_ cell transcriptional and functional programs.

## Main

Regulatory T (T_reg_) cells are requisite watchmen of the immune system, whose identity is distinguished by the expression of their X-chromosome-encoded lineage-specifying transcription factor Foxp3 (refs. ^1–3^). Foxp3 plays a critical role in T_reg_ cell differentiation, conferring both suppressor function and fitness, largely by exploiting the pre-established epigenetic landscape in precursor cells before Foxp3 expression^4–6^. In mice on a non-autoimmune prone genetic background showed that Foxp3 expression is stable in differentiated T_reg_ cells, whereas recently generated T_reg_ cells can lose Foxp3 expression^7–9^. In inflammatory settings, T_reg_ cells upregulate Foxp3 expression and increase their suppressor function, yet both can become compromised in severe infections or autoimmunity, in particular in conjunction with genetic predispositions or interleukin (IL)-2 deprivation^7,10,11^.

The indispensable role of Foxp3 in establishing T_reg_ cell functionality during their differentiation has been demonstrated by comparisons of mice expressing a *Foxp3*^*GFPKO*^ reporter-null versus a functional *Foxp3*^*GFP*^ allele^1,4,12^. The currently prevailing notion of a requirement for continuous Foxp3 expression was suggested by Cre recombinase-induced ablation of a *Foxp3* conditional allele in vitro in rapidly dividing T_reg_ cells followed by their adoptive transfers into lymphopenic hosts^13^; however, the confounders of these early studies left unresolved the question of whether the Foxp3-dependent T_reg_ functional program is intrinsically resilient or vulnerable. This uncertainty is particularly intriguing in light of the recent studies suggesting a model where Foxp3 is acting largely indirectly by inducing relatively modest changes in the expression of a few, yet to be defined, direct target genes, which in turn can act to establish the genome-wide transcriptional and functional program of T_reg_ cells^12^. Thus, the role for Foxp3 in the maintenance of transcriptional and functional features of differentiated T_reg_ cells remains unknown despite major previous efforts.

Here we investigated the role of Foxp3 during T_reg_ cell differentiation, maintenance and turnover using a novel chemogenetic model, which enabled punctual inducible degradation of the Foxp3 protein in vivo. By analyzing the transcriptional and functional features of T_reg_ cells following short-term Foxp3 protein degradation, we found that Foxp3 was essential for the establishment of the gene expression program and T_reg_ cell function during thymic differentiation and in recently differentiated cells. In contrast with the complete loss of the T_reg_ cell-mediated suppression observed in developmental Foxp3 deficiency or T_reg_ cell ablation, Foxp3-degraded mature T_reg_ cells largely maintained their suppressive capacity, both in vivo and ex vivo. Accordingly, Foxp3 degradation led to minimal gene expression changes limited to a small group of genes that are likely enriched for direct Foxp3 targets; however, under severe inflammatory conditions, Foxp3 degradation led to exaggerated transcriptional changes. Finally, induced Foxp3 protein degradation preferentially destabilized intratumoral T_reg_ cells, leading to a loss of function and tumor rejection. These results highlight the varying roles of Foxp3 in T_reg_ cell phenotypic and functional features in different contexts, shedding light on its distinct mode of action as a transcription factor.

## Results

### Inducible Foxp3 protein degradation in vivo

Despite being central to T_reg_ cell biology, the role of Foxp3 protein expression in developing versus mature T_reg_ cells, particularly the mechanisms underlying the vulnerabilities and resilience of the Foxp3-dependent gene regulatory network in early-life versus adulthood, as well as in health versus disease, remains unknown. A major obstacle to gaining this insight has been the limitations of *Foxp3* gene ablation strategies for dissecting gene regulatory programs, as the prolonged turnover of Foxp3 RNA and protein following gene deletion confounds the distinction between direct and indirect effects.

Therefore, we generated a new chemogenetic mouse model that enables rapid drug-inducible Foxp3 protein degradation in vivo (Fig. 1a,b). In this model, based on the auxin-sensing pathway in plants^14^, the endogenous *Foxp3* allele encoding an auxin-inducible degron (AID)–Foxp3 fusion protein alongside a ZsGreen transcriptional reporter and Cre recombinase (Extended Data Fig. 1a,b) was combined with the *ROSA26* (*R26*) allele harboring a plant-derived E3 ligase TIR1 and mCherry reporter preceded by a loxP-flanked STOP cassette (Extended Data Fig. 2a–c). The resulting *Foxp3*^AID^ mice exhibited the expected Foxp3 expression pattern (Extended Data Fig. 1c) limited to ZsGreen^+^ T_reg_ cells, whose suppressive capacity was similar to that of *Foxp3*^GFP^ T_reg_ cells^15^ (Extended Data Fig. 1d). Upon the addition of indole acetic acid (IAA) to TIR1-expressing *Foxp3*^AID^ T_reg_ cells in vitro, AID-fused Foxp3 underwent poly-ubiquitination and proteasomal degradation in a TIR1-dependent manner^16^ (Extended Data Figs. 1e and 2d–f). As we found the in vivo performance of the original AID-Foxp3-TIR1 protein degradation system to be suboptimal (Extended Data Fig. 2j,k), we mutated TIR1 phenylalanine 74 to a glycine in *R26*^TIR1^ mice using CRISPR-mediated gene editing (Extended Data Fig. 2g–k). Instead of unmodified IAA, the mutant TIR1(F74G) protein recognizes 5-phenyl-IAA (5-ph-IAA)^16^. This improved degradation in *Foxp3*^AID^*R26*^TIR1(F74G)^ mice enabled rapid and near-complete in vivo degradation of the Foxp3 protein within 6 h upon 5-ph-IAA administration (Extended Data Fig. 2j,k). The effect persisted for at least 24 h after drug administration, ensuring continuous Foxp3 degradation upon once daily 5-ph-IAA administration (Fig. 1c).

**Fig. 1:**
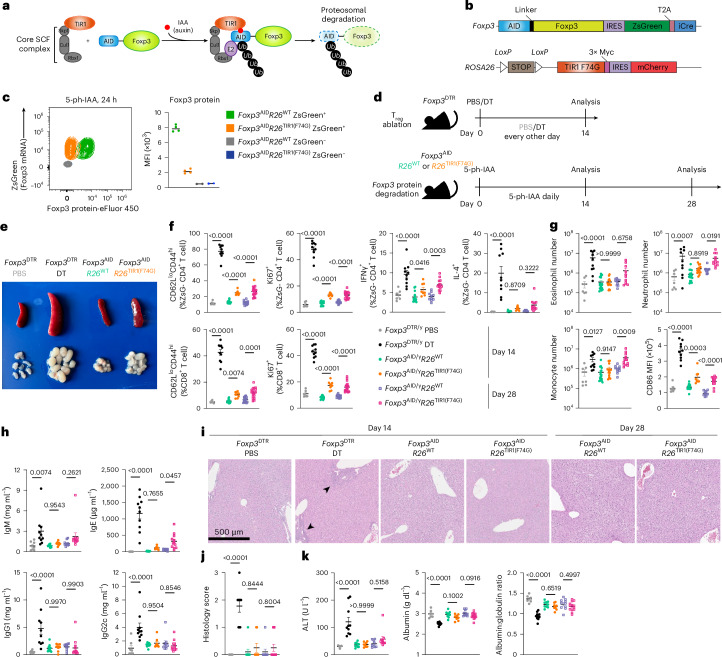
Foxp3 degradation causes minimal immune activation in adult lymphoreplete mice. **a**, Schematic of the inducible Foxp3 protein degradation model. SCF, Skp-1-Cullin-F-box complex. **b**, Schematic of the *Foxp3*^AID^ and *R26*^TIR^ alleles. **c**, Flow cytometry plot showing 5-ph-IAA-induced Foxp3 protein degradation after 24 h (left). Scatter-plot of Foxp3 protein expression median fluorescence intensity (MFI) as assessed by flow cytometric analysis in Foxp3^AID^ mice after 7 days of daily 5-ph-IAA injection (right). **d**, Experimental design. **e**, Size of spleen and lymph nodes after 14 days of T_reg_ cell ablation or Foxp3 degradation. **f**, Activation, proliferation and cytokine production of CD4^+^ (top) and CD8^+^ (bottom) T cells following T_reg_ cell ablation or Foxp3 degradation. **g**, Number of eosinophils, neutrophils and monocytes and CD86 levels on dendritic cells following T_reg_ cell ablation or Foxp3 degradation. **h**, Serum antibody levels following T_reg_ cell ablation or Foxp3 degradation. **i**,**j**, Representative hematoxylin and eosin (H&E) stain (**i**) and histology scores (**j**) of the liver following T_reg_ cell ablation or Foxp3 degradation. **k**, Liver damage measured by serum alanine aminotransferase, albumin and albumin:globulin ratio. Scatter-plots represent mean ± s.e.m. Each point represents a unique mouse. Data are pooled from two independent experiments. Statistical analysis was conducted by one-way analysis of variance (ANOVA). Source data

### Foxp3 expression is largely dispensable for preventing autoimmune disease in adulthood

Using continuous in vivo Foxp3 degradation, we investigated its role in T_reg_ cell maintenance and function in adult mice using a side-by-side analysis of *Foxp3*^AID^*R26*^TIR1(F74G)^ treated with 5-ph-IAA and *Foxp3*^DTR^ mice subjected to T_reg_ cell ablation upon administration of diphtheria toxin (DT) (Fig. 1d). While continuous T_reg_ cell depletion led to flagrant splenomegaly and lymphadenopathy, these manifestations were unexpectedly mild following continuous Foxp3 degradation in *Foxp3*^AID^*R26*^TIR1(F74G)^ mice treated with 5-ph-IAA for the same duration (Fig. 1e). Accordingly, DT-mediated T_reg_ cell ablation induced pronounced T, B and myeloid cell activation, whereas Foxp3 degradation only had modest effects (Fig. 1f–h). Most T_reg_ cell-depleted *Foxp3*^DTR^ mice succumb to the resulting autoimmune syndrome within 2–3 weeks^17^. In contrast, continuous Foxp3 degradation for 4 weeks did not result in any noticeable clinical manifestations of autoimmune disease with only mildly increased state of immune cell activation observed (Fig. 1f–h and Extended Data Fig. 3a,b). In this regard, hepatitis and liver damage, associated with a marked immune infiltration, elevated serum alanine aminotransferase and diminished albumin in T_reg_ cell-depleted *Foxp3*^DTR^ mice, were undetectable in *Foxp3*^AID^*R26*^TIR1(F74G)^ mice after 4 weeks of continuous Foxp3 degradation (Fig. 1i–k). Notably, immune cell activation following Foxp3 degradation progressed at a slow pace as minimal changes were observed between 2 and 4 weeks of 5-ph-IAA treatment (Fig. 1f–k and Extended Data Fig. 3b–d).

While our Foxp3 degradation system enabled near-complete Foxp3 degradation, one potential caveat was that minute residual Foxp3 amounts remaining upon 5-ph-IAA treatment (Fig. 1c). To ensure that the latter does not account for the preserved T_reg_ cell functionality after Foxp3 degradation, we generated *Cd4*^*creERT2*^*Foxp3*^*fl/fl*^ mice in which tamoxifen administration induced deletion of a conditional *Foxp3*^*fl*^ gene. Given the rapid turnover of Foxp3 protein, this approach resulted in a complete loss of its expression shortly after CreER-induced recombination, yet T_reg_ cells retained their identity and the function consistent with the Foxp3 degradation results (Extended Data Fig. 4). Thus, contrary to an absolute requirement of Foxp3^±^ T_reg_ cells for the restraint of fatal autoimmunity, Foxp3 protein in differentiated T_reg_ cells is largely dispensable for their suppressor function.

### Foxp3 loss induces minimal transcriptional and functional changes in mature T_reg_ cells

To gain insights into the mechanisms of the observed retention of mature T_reg_ cell function upon Foxp3 loss, we analyzed its effect on T_reg_ gene expression using single-cell RNA sequencing (scRNA-seq) of fluorescence-activated cell sorting (FACS)-sorted ZsGreen^+^ cells from the secondary lymphoid organs (SLOs) of *Foxp3*^AID/WT^*R26*^TIR1(F74G)^ mice and *Foxp3*^AID/WT^*R26*^WT^ controls on days 3 and 7 of continuous 5-ph-IAA treatment (Fig. 2a). To avoid potential effects of mildly increased inflammation in hemizygous *Foxp3*^AID^ males following Foxp3 degradation, we performed the experiment in *Foxp3*^AID/WT^ heterozygous females, which harbor a mixed population of T_reg_ cells expressing either the *Foxp3*^WT^ or *Foxp3*^AID^ allele. Upon 5-ph-IAA treatment, the *Foxp3*^WT^-expressing T_reg_ cells remain unaffected and maintain comparable immune tone in experimental and control mice. Our analysis of global ZsGreen^+^ cell transcriptomes, visualized by Uniform Manifold Approximation and Projection (UMAP), suggested minute differential gene expression on both day 3 and day 7 of induced Foxp3 degradation (Fig. 2b). Similarly, overlaying the UMAP plots of *Foxp3*^AID^*R26*^TIR1(F74G)^ T_reg_ cells on days 0, 3 and 7 of 5-ph-IAA treatment revealed minor changes (Extended Data Fig. 5a). To perform a more systematic, quantitative comparison and account for potential transcriptional changes within rare T_reg_ cell subpopulations, we performed Leiden clustering yielding 18 cell clusters (Fig. 2c and Extended Data Fig. 5b). *Foxp3*^AID^*R26*^WT^ and *Foxp3*^AID^*R26*^TIR1(F74G)^ T_reg_ cells from all three time points were similarly represented in most of these clusters indicative of minimal transcriptional changes across the entire T_r__eg_ cell population (Fig. 2d). Consistent with these findings, 5-ph-IAA-induced Foxp3 degradation in sorted *Foxp3*^AID^*R26*^TIR1(F74G)^ T_reg_ cells did not impact their ability to suppress CD4 T cell proliferation in vitro when compared to similarly treated *Foxp3*^AID^*R26*^WT^ T_reg_ cells (Fig. 2e).

**Fig. 2:**
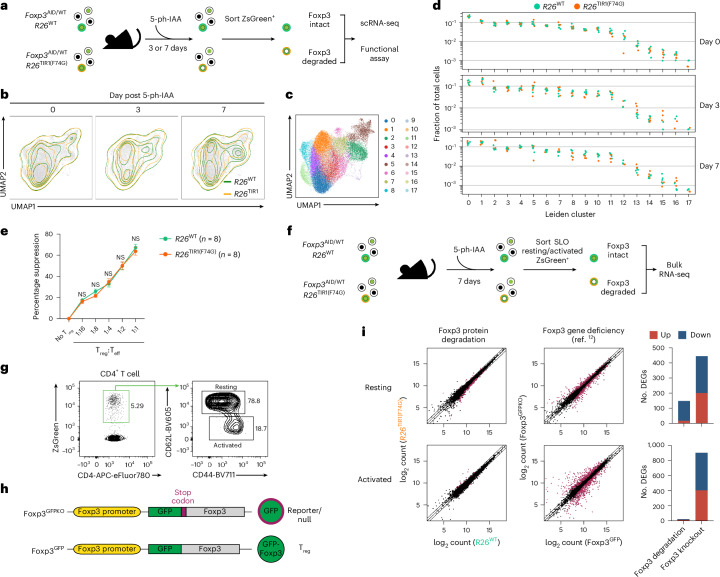
Foxp3 degradation induces minimal gene expression and functional changes in mature T_reg_ cells. **a**, Experimental design of scRNA-seq and functional assays. Each genotype and time point consisted of four independent biological replicates. **b**, UMAP visualization of scRNA-seq data from *Foxp3*^AID^*R26*^WT^ and *Foxp3*^AID^*R26*^TIR1(F74G)^ T_reg_ cells before and 3 or 7 days after 5-ph-IAA-induced Foxp3 degradation. **c**, UMAP visualization of the same scRNA-seq data, colored by identified clusters. **d**, Fraction of each cluster within the total pool of *Foxp3*^AID^*R26*^WT^ or *Foxp3*^AID^*R26*^TIR1(F74G)^ T_reg_ cells separated by time point. Each point represents a unique mouse. **e**, In vitro suppression assay of T_reg_ cells sorted from *Foxp3*^AID^*R26*^WT^ and *Foxp3*^AID^*R26*^TIR1(F74G)^ mice after 7 days of in vivo 5-ph-IAA treatment. 5-ph-IAA was included in culture to sustain Foxp3 degradation. Line graph represents mean ± s.e.m. Data are pooled from two independent experiments and analyzed using two-sided multiple *t*-tests. NS, not significant. **f**, Experimental design of the bulk RNA-seq analysis. Each genotype and time point consisted of three independent biological replicates. **g**, Gating strategy for sorting resting and activated T_reg_ cells. **h**, Schematic comparison of the *Foxp3*^GFPKO^ reporter-null allele and the functional *Foxp3*^GFP^ allele. **i**, Scatter-plots and bar graphs showing the number of DEGs in resting or activated T_reg_ cells caused by Foxp3 protein degradation or genetic Foxp3 deficiency. Source data

Because of its known limitation in capture efficiency, we complemented scRNA-seq analysis with bulk gene expression and chromatin accessibility analyses of resting and activated ZsGreen^±^ cells sorted from the SLOs of *Foxp3*^AID/WT^*R26*^TIR1(F74G)^ and *Foxp3*^AID/WT^*R26*^WT^ mice on day 7 of 5-ph-IAA treatment (Fig. 2f,g). 

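For chromatin accessibility, Treg cells from spleen and lymph nodes were analyzed by ATAC-seq, in which a transposase inserts sequencing adapters preferentially into open chromatin. The Foxp3AID allele encodes Foxp3 fused to an auxin-inducible degron. R26TIR1(F74G) encodes the receptor through which the ligand 5-ph-IAA triggers degradation of the fusion protein, and R26WT mice, which lack it, served as controls. By the sample labels, mice of both genotypes received 5-ph-IAA. The libraries used here came from 3 R26TIR1(F74G) and 3 R26WT mice on day 7 and from 4 R26TIR1(F74G) and 4 R26WT mice on day 3, 14 in all. None came from mice before treatment, so differences between the genotypes that precede degradation cannot be separated from its effects. The paper describes resting and activated cells on day 7, whereas the labels name Treg cells without an activation state and give both days, so no value was computed by activation state. The authors aligned the reads, called peaks, merged the reproducible ones across samples and counted reads in a window at each peak summit. The deposited values are these counts, without normalization. Counts in peak windows ranged from 6348754 to 17523917 per R26WT mouse on day 7 (median 15937580) and from 16655824 to 20184487 per R26TIR1(F74G) mouse on day 7 (median 18732672). On day 3 they ranged from 11221502 to 17923213 in R26WT mice (median 15132603) and from 5653289 to 18728202 in R26TIR1(F74G) mice (median 12309115). Replicate 3 of the R26WT mice on day 7 and replicate 1 of the R26TIR1(F74G) mice on day 3 were the least deeply sequenced libraries. Between 42.8% and 48.8% of each library's counts lay in the 20000 windows with the highest mean accessibility. No pair of libraries was identical, and counts of replicates differed by more than the error of counting reads alone (chi-square per degree of freedom between 1.87 and 3.17 for the 18 pairs of replicates). This ratio does not separate differences between mice from technical ones. Differential accessibility was tested with edgeR's quasi-likelihood test on windows with a mean count of at least 10 in the samples compared, after TMM normalization for library size and composition. P values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. On counts simulated from the day 7 libraries, with 200 windows changed, the test found 78 of them. Of the changed windows with a mean count of at least 50, it found 16.7% at a 1.5-fold change, 90.3% at a 2-fold change and 100% at a 3-fold change. In that simulation, 2 of the 80 windows called were unchanged ones. Windows were drawn independently of each other, in a single draw. Overlap between windows and shifts shared by many windows of a mouse were thus not simulated, and false calls can be more frequent in the real data.

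**Figure D1:**
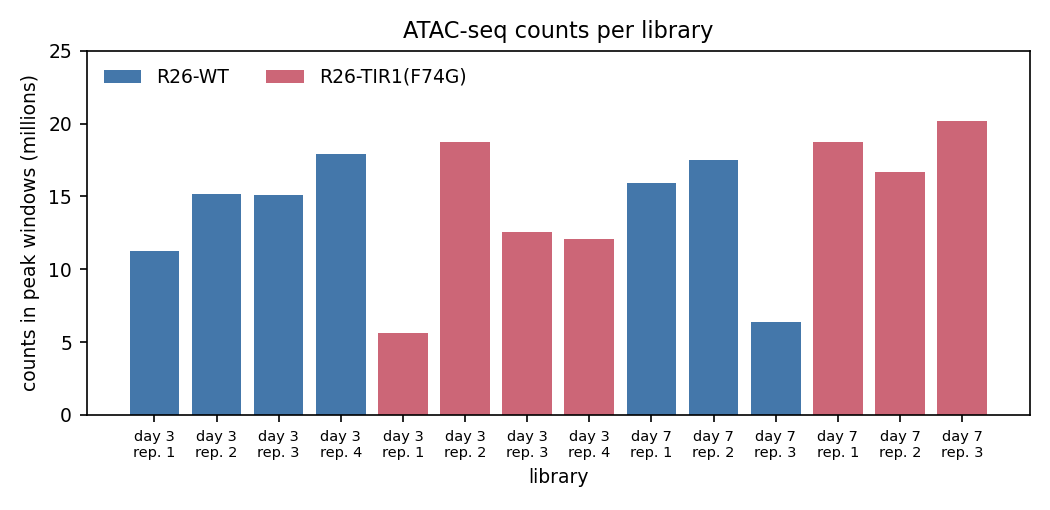
Bars show the total counts in peak windows of each of the 14 libraries, arranged by day of 5-ph-IAA treatment and replicate and colored by genotype. The lowest bars are day 3 R26TIR1(F74G) replicate 1, with 5653289 counts, and day 7 R26WT replicate 3, with 6348754 counts.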

As a comparison, we examined differential gene expression in cells expressing a *Foxp3*^GFPKO^ reporter-null allele^4^, which have never expressed Foxp3 protein, versus Foxp3-sufficient *Foxp3*^GFP^ T_reg_ cells^12^ (Fig. 2h). Consistent with the scRNA-seq analysis, bulk RNA-seq revealed a dramatically reduced number of differentially expressed genes (DEGs) in both resting and activated T_reg_ cells upon Foxp3 protein degradation compared to those in *Foxp3*^GFPKO^ cells (Fig. 2i and Supplementary Table 1). Likewise, ATAC-seq analysis of Foxp3-degraded resting and activated *Foxp3*^AID^ T_reg_ cells revealed minimal changes in chromatin accessibility, unlike the substantial differences observed between resting and activated *Foxp3*^GFPKO^ T_reg_ cells and Foxp3-sufficient *Foxp3*^GFP^ T_reg_ cells^12^ (Extended Data Fig. 5c).

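Foxp3 was the target of degradation as a protein, so accessibility at its gene does not show whether degradation took place. The most accessible of the 3 windows assigned to Foxp3 lies inside the gene on chromosome X from 7583914 to 7584115 (GRCm38). On day 7 it had a CPM (its count scaled to the normalized library size) of 11.6, 8.49 and 8.85 in the R26WT mice and 7.75, 9.89 and 9.61 in the R26TIR1(F74G) mice, a log2 fold change of -0.10 (standard error 0.15, adjusted p = 0.964 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 237811 windows tested between the 3 R26TIR1(F74G) and 3 R26WT mice on day 7, 11 differed at an adjusted p-value under 0.05, which is 0.00463% of those tested. They lay in 8 separate regions, with 7 windows more accessible and 4 less accessible in R26TIR1(F74G) mice. An unadjusted p under 0.05 was reached by 14179 windows (5.96%). Among the 66750 windows with a mean count of at least 50 over all 14 libraries, 95% of log2 fold changes lay between -0.37 and 0.41. The groups did not overlap in 11.8% of all windows, against 10% by chance with 3 mice against 3. With the test restricted to the 72691 windows with a mean count of at least 50 over the 6 libraries of day 7, the number was 46, of which 16 were more and 30 less accessible in R26TIR1(F74G) mice. With DESeq2, the tool named in the methods, it was 0, with 6367 windows at an unadjusted p under 0.05. Leaving out R26TIR1(F74G) replicate 3 also gave 0, with 10296 windows at an unadjusted p under 0.05. Leaving out R26WT replicate 1 gave 27, of which 3 were among the 11. Of the 10 splits of the 6 mice into groups of 3, 4 gave at least 11 windows, the split by genotype included. That split had the most windows at an unadjusted p under 0.05 (14179, against 7173 to 13878 in the other 9).

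**Figure D2:**
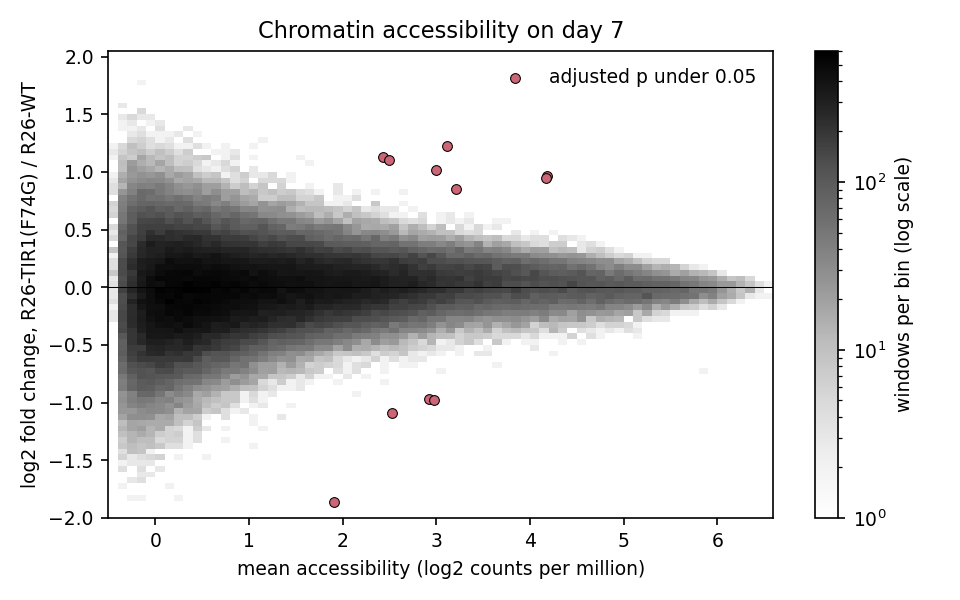
Each bin is shaded by its number of windows on a log scale; the horizontal axis is mean accessibility in log2 CPM and the vertical axis the log2 fold change between R26TIR1(F74G) and R26WT mice on day 7. The 11 windows with an adjusted p under 0.05, in red, have log2 fold changes between -1.86 and 1.23.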

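The largest decrease among the 11 windows was at chromosome 6 from 31804383 to 31804584, outside any annotated protein-coding gene and 240546 bp from the nearest start site, that of Podxl. It had 6.21 ± 2.76 CPM (SD, n = 3) in R26WT mice and 1.69 ± 1.00 (SD, n = 3) in R26TIR1(F74G) mice, a log2 fold change of -1.86 (standard error 0.29, adjusted p = 0.0194 from the same test). A window near Marveld2 (chromosome 13, 100589034 to 100589235) fell by 1.09 on the log2 scale (standard error 0.19, adjusted p = 0.0433), and one within Mocos (chromosome 18, 24672722 to 24672923) fell by 0.98 (standard error 0.17, adjusted p = 0.0433). Of the more accessible windows whose groups did not overlap, a pair of overlapping windows on chromosome 17, from 48647490 to 48647754 and 193463 bp or more from the start site of Unc5cl, had log2 fold changes of 1.10 and 1.13 (adjusted p = 0.0489 and 0.0491). A window within Ptk2b (chromosome 14, 66234464 to 66234665) had 4.91 ± 1.08 CPM (SD, n = 3) in R26WT mice and 10.3 ± 3.16 (SD, n = 3) in R26TIR1(F74G) mice, a log2 fold change of 1.02 (standard error 0.19, adjusted p = 0.0491). On day 3 the log2 fold changes of these 6 windows were -0.48 (Podxl), -0.13 (Marveld2), 0.09 (Mocos), -0.08 and -0.13 (Unc5cl) and -0.28 (Ptk2b). The sign was thus the same on both days for Podxl and Marveld2 and opposite for the rest. Apart from Podxl (unadjusted p = 0.0364 on day 3), these day 3 values had unadjusted p from 0.103 to 0.685 by edgeR's quasi-likelihood test. Their signs therefore do not show opposite effects. The other differential window at Mocos, which overlaps the named one, had a log2 fold change of -0.00769 on day 3. Within day 7, all 6 named windows kept their direction when each mouse was left out in turn. Their choice as windows whose groups did not overlap made this likely. None of the 6 passed the threshold in all of those fits. Of the other 5, 3 lie within 658 bp of the start site of Hspa1b, with log2 fold changes between 0.94 and 1.23, and were singled out after their values were seen. Start sites of other heat shock genes varied between mice of the same genotype.
Windows were also taken for 11 genes that the paper names as sensitive to Foxp3 degradation. None of their 666 windows differed at an adjusted p under 0.05 over all windows tested on day 7, and 51 had an unadjusted p under 0.05 (7.66%). Adjusted over the list alone, 1 window passed, on chromosome 9 from 14902475 to 14902676 and 1376 bp from the start site of Izumo1r (log2 fold change 0.92, standard error 0.18, adjusted p = 0.00392 over the list and 0.0679 over all windows). The most accessible window of each gene gave no adjusted p under 0.687. In Il2ra, on chromosome 2 from 11653432 to 11653633, it had 23.9 ± 4.78 CPM (SD, n = 3) in R26WT mice and 18.4 ± 1.49 (SD, n = 3) in R26TIR1(F74G) mice, a log2 fold change of -0.40 (standard error 0.13). The log2 fold changes were -0.28 for Izumo1r, -0.27 for Tnfrsf4, -0.26 for Il2rb, -0.11 for Id2, -0.04 for Tnfrsf18, -0.03 for Sox4, -0.02 for Il7r, 0.22 for Lrrc32 and 0.25 for Tcf7. Windows were assigned by the nearest start site, and only those of Il2ra, Il2rb, Lrrc32 and Foxp3 lie inside the gene named. The Tnfrsf4 window lies inside Sdf4, 9325 bp from the start site of Tnfrsf4, and the Tcf7 window lies 30930 bp from that of Tcf7. The direction for Foxp3, Sox4, Il7r and Tnfrsf18 changed when some single mice were left out. ATAC-seq data of Foxp3GFPKO and Foxp3GFP cells were not analysed here. From the minimal changes it reports after degradation, set against the substantial differences between Foxp3GFPKO and Foxp3GFP cells (Extended Data Fig. 5c), the paper places chromatin accessibility alongside its gene expression results.

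**Figure D3:**
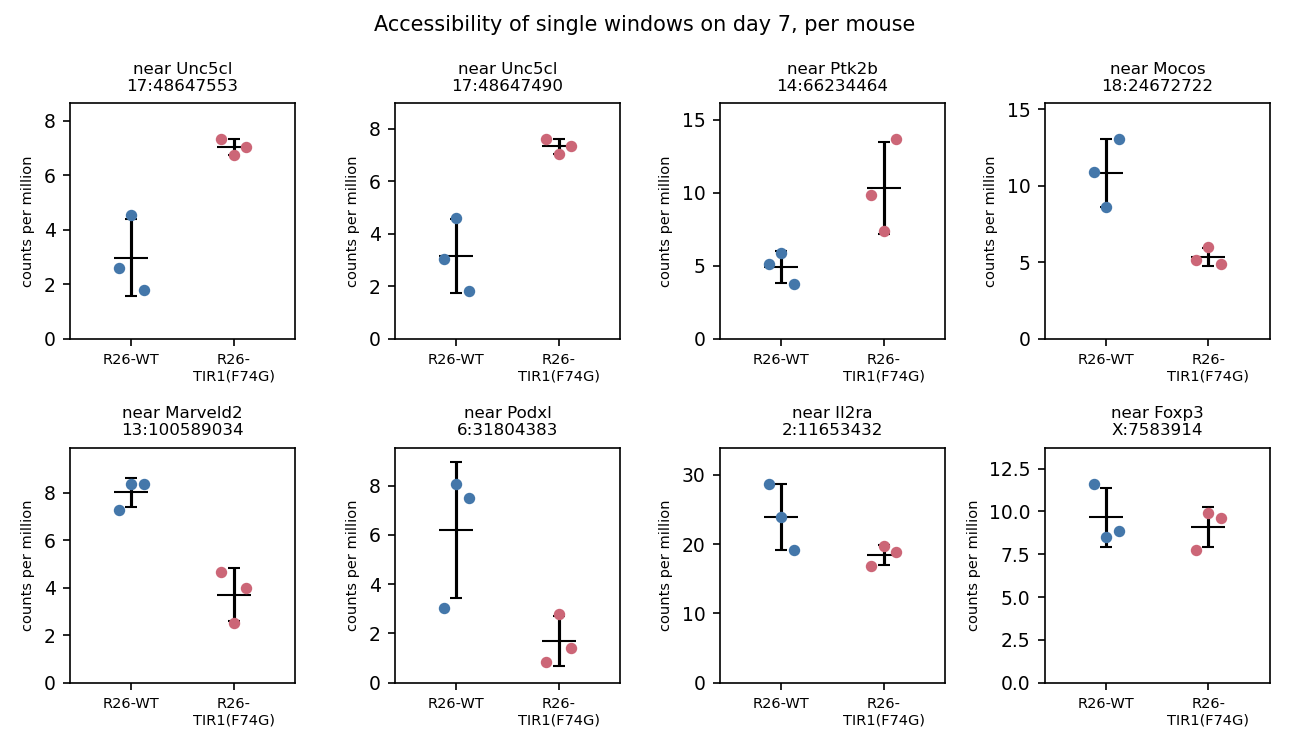
Points are single mice, bars the mean and SD of 3 mice, in CPM, for 6 windows with an adjusted p under 0.05 on day 7 and the most accessible windows of Il2ra and Foxp3; titles give the nearest gene and the chromosome and start of the window. The groups do not overlap in the first 6 panels, whose windows were chosen for this, and those of Foxp3 overlap.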

Next, we performed additional analyses on the small group of genes whose expression was affected by Foxp3 degradation in our scRNA-seq dataset with activation states defined using the gene scores based on previously identified T_reg_ cell transcriptional signatures^12^ (Fig. 3a and Extended Data Fig. 6a,b). We then performed pseudo-bulk differential gene expression analyses for the resting and activated T_reg_ cells. Gene expression changes on day 3 and day 7 post Foxp3 degradation were well correlated, with a larger fold change observed on day 7 indicating time-dependent augmentation of gene expression changes (Fig. 3b). We classified the latter into four groups: genes upregulated (‘resting TIR1-up’ and ‘activated TIR1-up’) and downregulated (‘resting TIR1-down’ and ‘activated TIR1-down’) upon Foxp3 degradation in resting and activated T_re__g_ cells, respectively. A closer examination of Foxp3-regulated transcripts in resting T_reg_ cells showed that the ‘resting TIR1-up’ genes repressed by Foxp3 were expressed more highly in activated versus resting T_reg_ cells, whereas ‘resting TIR1-down’ genes induced by Foxp3 showed the opposite pattern (Fig. 3c). This result suggests that in resting T_reg_ cells, Foxp3 enables a ‘goldilocks’ state of expression of T cell activation-associated genes.

**Fig. 3:**
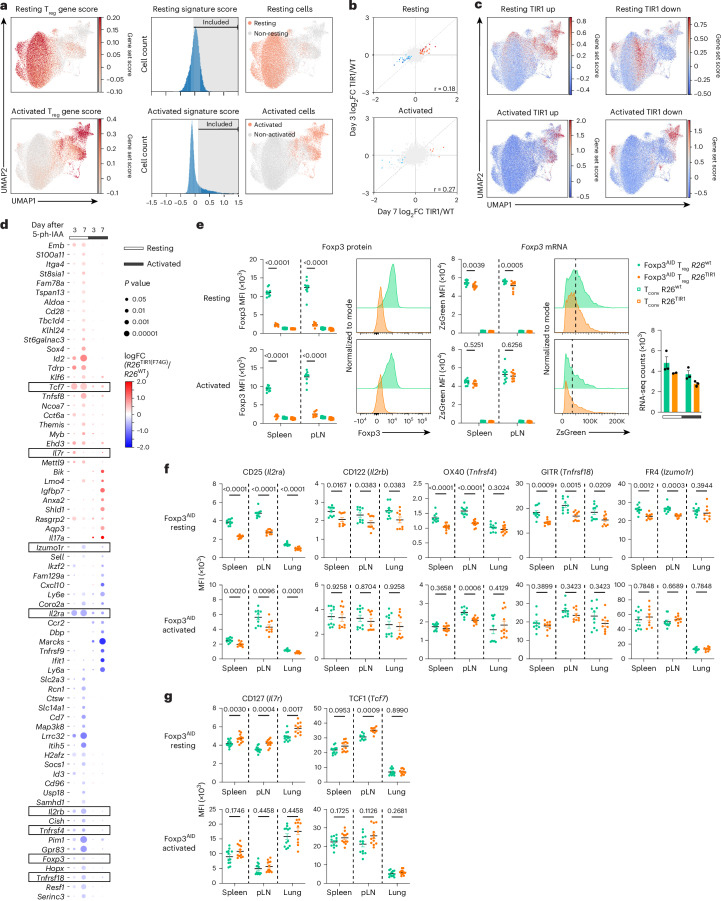
Foxp3 degradation in mature T_reg_ cells induces expression changes in a small set of genes. **a**, T_reg_ cells from the scRNA-seq dataset were classified as resting or activated based on exceeding the threshold for resting or activated gene signature scores and were subsequently analyzed. **b**, Scatter-plot showing the correlation of gene expression changes induced by Foxp3 degradation at day 3 and day 7 in resting and activated T_reg_ cells. FC, fold change. **c**, UMAP visualization of resting and activated T_reg_ cells colored by gene signature scores for the ‘TIR1-up’ and ‘TIR1-down’ gene sets, up- and downregulated upon Foxp3 degradation, respectively. **d**, Dot plot summarizing statistically significant DEGs in resting or activated T_reg_ cells following 3 or 7 days of 5-ph-IAA-induced Foxp3 degradation. The color represents the log_2_ fold change of *R26*^TIR1(F74G)^ versus *R26*^WT^ and the size represents the Benjamini–Hochberg adjusted *P* value of the differential expression test. **e**, Flow cytometry analysis of Foxp3 protein and mRNA levels (reported by ZsGreen) in *Foxp3*^AID^ T_reg_ cells from heterozygous *Foxp3*^AID/WT^*R26*^WT^ and *Foxp3*^AID/WT^*R26*^TIR1(F74G)^ females after 7 days of Foxp3 degradation. Scatter-plots represent mean ± s.e.m. Data are pooled from two independent experiments and analyzed using a two-way ANOVA. pLN, peripheral lymph nodes. **f**, Flow cytometry analysis of CD25, CD122, OX40, GITR and FR4 protein levels in *Foxp3*^AID^ T_reg_ cells from heterozygous *Foxp3*^AID/WT^*R26*^WT^ and *Foxp3*^AID/WT^*R26*^TIR1(F74G)^ females after 7 days of Foxp3 degradation. **g**, Flow cytometry analysis of CD127 and TCF1 protein levels in *Foxp3*^AID^ T_reg_ cells from heterozygous *Foxp3*^AID/WT^*R26*^WT^ and *Foxp3*^AID/WT^*R26*^TIR1(F74G)^ females after 7 days of Foxp3 degradation. Scatter-plots represent mean ± s.e.m. (**f**,**g**). Each point represents a unique mouse. Data are pooled from two independent experiments and analyzed with two-sided multiple *t*-tests. Source data

The gene set with statistically significant differential expression caused by Foxp3 degradation in either resting or activated T_reg_ cells included 32 TIR1-up and 38 TIR1-down genes repressed and activated by Foxp3, respectively (Fig. 3d). The latter group included the *Foxp3* gene itself. Indeed, ZsGreen expression, reporting *Foxp3* mRNA levels, showed a slight but statistically significant reduction in resting T_reg_ cells at day 7, consistent with the bulk RNA-seq analysis (Fig. 3e and Extended Data Fig. 6c). Flow cytometric analyses also showed a Foxp3 degradation-induced reduction in CD25(*Il2ra*) expression in both resting and activated T_reg_ cells (Fig. 3f and Extended Data Fig. 6d,e), whereas a reduction in CD122 (*Il2rb*), OX40 (*Tnfrsf4*), GITR (*Tnfrsf18*) and FR4 (*Izumo1r*) levels was limited to resting T_reg_ cells (Fig. 3f and Extended Data Fig. 6d,e). On the flip side, CD127 (*Il7r*) and TCF1 (*Tcf7*) protein expression was increased in resting T_reg_ cells following Foxp3 degradation, consistent with the observed changes in their transcript levels (Fig. 3g and Extended Data Fig. 6d,f).

### Foxp3 degradation-sensitive genes are enriched for Foxp3 binding

Previous studies of resting and activated *Foxp3*^GFP^ T_reg_ and *Foxp3*^GFPKO^ T_reg_ ‘wannabe’ cells identified the overall Foxp3-dependent gene set without distinguishing between potential direct and indirect Foxp3 targets^4,5^. Given the short duration of Foxp3 degradation and the small number of genes impacted by it, we reasoned that ‘degradation-sensitive’ genes are likely enriched for direct Foxp3 transcriptional targets. To examine this, we grouped genes that were degradation sensitive (*Foxp3*^AID^*R26*^TIR1(F74G)^ versus *Foxp3*^AID^*R26*^*WT*^) in both resting and activated T_reg_ cells based on their *P* values and examined the number of Foxp3 binding sites^18^ near the stratified genes in each group (Fig. 4a). As Foxp3 is known to bind predominantly to open chromatin regions and its global genome occupancy is not associated with Foxp3-dependent gene expression or chromatin accessibility changes, we normalized the number of Foxp3 peaks to the number of open chromatin regions surrounding each gene, using previously published Foxp3 CUT&RUN and T_reg_ ATAC-seq datasets^12^. Notably, the top ‘TIR1-down’ degradation-sensitive genes in resting T_reg_ cells contained significantly more Foxp3 binding sites per gene (Fig. 4a). This observation suggests that genes in this group, such as *Il2ra*, *Lrrc32* and *Il2rb*, known for their role in T_reg_ functionality^19,20^, are extensively bound and likely directly regulated by Foxp3 (Extended Data Fig. 7a). Likewise, the top ‘TIR1-up’ degradation-sensitive genes in resting T_reg_ cells also contained more Foxp3 binding sites per gene (Fig. 4a). Genes in this group, including *Tcf7*, *Id2* and *Sox4*, have been implicated in T_reg_ gene expression and function^21–25^ (Extended Data Fig. 7b). We refer to these gene groups as ‘Foxp3-activated’ and ‘Foxp3-repressed’ genes, respectively. Of note, when the overall Foxp3-dependent (*Foxp3*^*GFPKO*^ versus *Foxp3*^*GFP*^) gene set was stratified and analyzed in the same fashion no enrichment for Foxp3 binding was observed, likely because a larger number of indirect Foxp3 target genes obscured small number of direct ones (Fig. 4b). In contrast, similar analyses of Foxp3 degradation-sensitive genes in their activated counterparts did not reveal significant enrichment of Foxp3 binding in any gene groups, suggesting that upon T_reg_ activation direct gene regulation by Foxp3 can be compensated by other T cell activation-dependent transcription factors (Fig. 4a,b). This observation was also consistent with the smaller number of DEGs identified by both bulk and scRNA-seq analyses of Foxp3 degradation in activated T_reg_ cells (Figs. 2i and 3d).

**Fig. 4:**
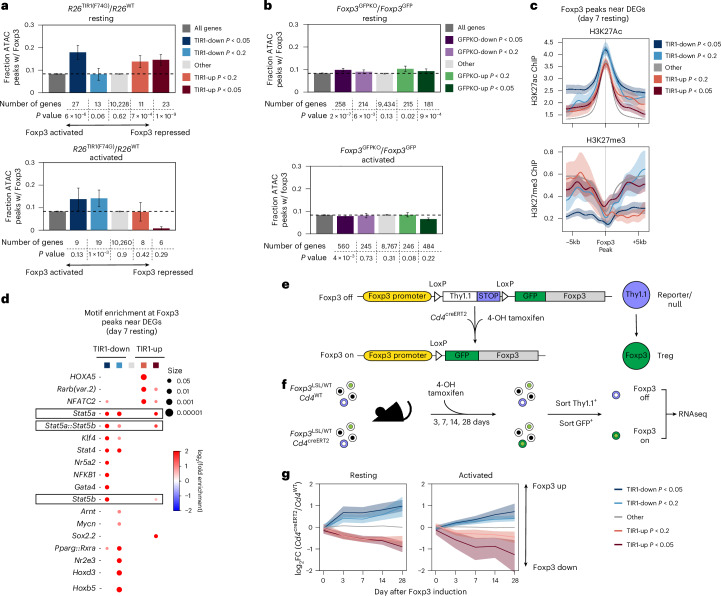
Foxp3 degradation-sensitive genes in mature T_reg_ cells are enriched for Foxp3 binding. **a**, Bar graphs showing the proportion of ATAC-seq peaks near Foxp3 degradation-induced DEGs bound by Foxp3 (ref. ^19^). Genes are stratified by statistical significance (*P* values) in resting and activated T_reg_ cells. Bars represent mean ± s.e.m. Data were analyzed using a Mann–Whitney *U*-test. **b**, Bar graphs showing the proportion of ATAC-seq peaks near Foxp3-dependent DEGs bound by Foxp3. Genes are stratified by *P* values in resting and activated T_reg_ cells. Bars represent mean ± s.e.m. Data were analyzed using a Mann–Whitney *U*-test. **c**, H3K27Ac and H3K27me3 ChIP-seq signals^19^ at Foxp3-bound ATAC-seq peaks near Foxp3 degradation-induced DEGs. Line graph represents mean ± s.e.m. Data were analyzed using a Mann–Whitney *U*-test. **d**, Dot plot showing transcription factor motif enrichment within Foxp3-bound regions near Foxp3 degradation-induced DEGs. **e**, Schematic diagram illustrating the ‘on’ and ‘off’ states of the reversible reporter-null *Foxp3*^LSL^ allele. **f**, Experimental design of the gain-of-function experiment to induce Foxp3 expression in T_reg_ ‘wannabe’ cells. Each genotype and time point consisted of two independent biological replicates. **g**, Line graph depicting gene expression changes of TIR1-up or TIR1-down genes below a specific *P* value cutoff across different time points following Foxp3 induction in T_reg_ ‘wannabe’ cells. The line and shading represent the mean ± s.e.m. Data were analyzed using a Mann–Whitney *U*-test.

By leveraging our published ChIP-seq data^18^, we explored additional features of the ‘Foxp3-activated’ and ‘Foxp3-repressed’ genes. Compared to genes not enriched for Foxp3 binding, ‘Foxp3-activated’ genes showed the highest level of the activating-H3K27Ac and the lowest level of the repressive-H3K27me3 histone modifications, whereas ‘Foxp3-repressed’ genes showed the opposite pattern (Fig. 4c). In addition, motif enrichment analysis of Foxp3-bound ATAC-seq peaks near ‘Foxp3-activated’ genes revealed a pronounced enrichment for STAT-binding motifs (Fig. 4d) consistent with the inclusion of both *Il2ra* and *Il2rb* within this gene set.

### Foxp3 degradation effects are generally conserved across tissues

To assess Foxp3 degradation effects on the mature T_reg_ cell transcriptional program across both nonlymphoid versus lymphoid tissues under steady state, we performed scRNA-seq analysis of ZsGreen^+^ cells isolated from the SLOs, lung, liver and large intestine lamina propria (LILP) of *Foxp3*^AID/WT^*R26*^TIR1(F74G)^ and *Foxp3*^AID/WT^*R26*^WT^ mice on day 7 of continuous 5-ph-IAA treatment (Extended Data Fig. 8a). For all tissues, *Foxp3*^AID^*R26*^TIR1(F74G)^ and *Foxp3*^AID^*R26*^WT^ T_reg_ transcriptome distributions were highly overlapping when visualized using a UMAP embedding (Extended Data Fig. 8b). To account for varying activation states in different tissues, we further classified cells as resting or activated as in Fig. 3a (Extended Data Fig. 8c). Next, we identified significant DEGs in *Foxp3*^AID^*R26*^TIR1(F74G)^ versus *Foxp3*^AID^*R26*^WT^ T_reg_ cells across all tissues and correlated log fold changes of these DEGs between tissues with higher correlation corresponded to a higher degree of similarity of Foxp3 degradation-induced transcriptional effects. Consistent with our previous findings, resting T_reg_ cells had greater numbers of DEGs compared to activated ones in each tissue (Extended Data Fig. 8d); accordingly, hierarchical clustering of log fold change correlations revealed that resting and activated cells clustered separately irrespective of tissue origin (Extended Data Fig. 8e). Among resting cells, the effects of Foxp3 degradation were largely consistent between tissues as evidenced by highly correlated transcriptional changes (Pearson *r* = 0.83–0.91). Of note, DEGs in nonlymphoid tissue-activated T_reg_ cells were less correlated with those in SLOs (Pearson *r* = 0.53–0.69). *K*-means clustering of the DEGs from all tissues, based on log fold changes, revealed gene clusters with distinct patterns of regulation across tissues and activation states (Extended Data Fig. 8f,g). A few clusters exhibited tissue-specific alterations, most prominently in LILP-activated cells (clusters 5 and 7). Thus, Foxp3 degradation-induced transcriptional effects, while highly conserved across tissues in resting T_reg_ cells, were more variable across tissues in activated ones, particularly in the LILP, a tissue enriched for highly activated and devoid of resting T_reg_ cells. The lack of enrichment of Foxp3 binding sites near degradation-sensitive genes in activated cells (Fig. 4a) was consistent with the supposition that tissue-specific factors may contribute to distinct transcriptional effects of Foxp3 degradation in activated cells.

The LILP T_reg_ cell population encompasses peripherally (pT_reg_) and thymically generated (tT_reg_) T_reg_ cells^26^. Subclustering of LILP cells identified a small actively proliferating cluster, a *Rorc* expressing ‘pT_reg_’ cluster alongside *Ikzf2*^intermediate^ and *Ikzf2*^high^ ‘tT_reg_’ clusters enriched for lymphoid tissue-associated genes and *Gata3* expression, respectively (Extended Data Fig. 8h,i). We refer to these populations as pT_reg_, lymphoid tissue tT_reg_ (LT-tT_reg_) and nonlymphoid tissue tT_reg_ (NLT-tT_reg_), respectively, consistent with published LILP T_reg_ transcriptomes^27^. Comparing the DEGs induced by Foxp3 degradation within each cluster, the pT_reg_ cluster had the highest number of DEGs (Extended Data Fig. 8j); however, compared to the pT_reg_ cluster, the NLT-tT_reg_ cluster had a significantly larger magnitude of differential expression of degradation-sensitive Foxp3-repressed and activated genes (Extended Data Fig. 8k). Furthermore, the Foxp3 degradation-induced DEGs poorly correlated (Pearson *r* = 0.38) between the NLT-tT_reg_ and pT_reg_ cells (Extended Data Fig. 8l). These results are consistent with findings that colonic pT_reg_ cells maintain their fitness and exert some of their suppressive functions independently of Foxp3.

### Long timescale of establishment of Foxp3-dependent gene program

To complement Foxp3-degradation-based ‘loss-of-function’ studies, we employed a ‘gain-of-function’ approach using a reversible *Foxp3*^loxP-Thy1.1-STOP-loxP-GFP^ reporter-null allele (*Foxp3*^LSL^)^7^. The *Foxp3*^*LSL*^ allele harbors a loxP site-flanked Thy1.1 reporter followed by a STOP cassette and a *Foxp3*^GFP^ reporter. In *Foxp3*^LSL^ mice, Thy1.1 reporter marks T_reg_ ‘wannabe’ cells with the transcriptionally active *Foxp3* locus yet lacking Foxp3 expression similar to the GFP^+^ cells in *Foxp3*^GFPKO^ mice. 4-hydroxytamoxifen (4-OHT) treatment of *Cd4*^creERT2^*Foxp3*^LSL^ mice led to the excision of the STOP cassette and punctual induction of the Foxp3 protein, converting Foxp3^−^Thy1.1^+^ T_reg_ ‘wannabe’ cells into fully functional Foxp3-expressing GFP^+^ T_reg_ cells (Fig. 4e). *Foxp3*^LSL/WT^ female heterozygous mice are healthy as they harbor both functional Foxp3-sufficient T_reg_ cells and T_reg_ ‘wannabe’ cells expressing *Foxp3*^WT^ and *Foxp3*^LSL^ allele, respectively. Thus, we sought to investigate the temporal dynamics of the emerging Foxp3-dependent transcriptional features upon acquisition of Foxp3 expression by T_reg_ ‘wannabe’ cells in 4-OHT-treated female heterozygous *Cd4*^creERT2^*Foxp3*^LSL/WT^ mice. Resting and activated Foxp3^+^GFP^+^ cells and control Foxp3^−^GFP^−^Thy1.1^+^ cells with a matching activation state were sorted from the *Cd4*^creERT2^*Foxp3*^LSL/WT^ and *Cd4*^WT^*Foxp3*^LSL/WT^ littermates, respectively, on days 3, 7, 14 and 28 after single 4-OHT administration and subjected to RNA-seq analysis (Fig. 4f and Extended Data Fig. 7c). The top Foxp3 degradation-sensitive ‘TIR1-down’ and ‘TIR1-up’ genes showed time-dependent increases and decreases in their expression in both resting and activated Foxp3^+^GFP^+^Thy1.1^−^ cells in comparison to time- and activation-state-matched Foxp3^−^GFP^−^Thy1.1^+^ ‘wannabe’ controls, respectively, consistent with a likely direct role for Foxp3 in regulating their expression (Fig. 4g). Further analysis of the pace at which Foxp3 installation drives transcriptional changes in T_reg_ ‘wannabe’ cells toward a bona fide T_reg_ transcriptome revealed an unexpectedly prolonged timeline of approximately 2 weeks. While it remains formally plausible that Foxp3-dependent transcriptional programs are established more rapidly in normally differentiating T_reg_ cells, these observations suggest that the establishment of the T_reg_ cell transcriptional program and functionality is critically dependent on Foxp3 during T_reg_ cell maturation. In contrast, fully differentiated T_reg_ cells in healthy adult mice may not rely on Foxp3 to the same extent. Moreover, the slow kinetics of the Foxp3-dependent gene program acquisition highlights the necessity for direct Foxp3 targets to act in *trans* to regulate downstream, indirect Foxp3-dependent genes.

### A requirement for Foxp3 during T_reg_ cell maturation

To test whether Foxp3 is essential for the acquisition of the T_reg_ cell-specific transcriptional program and function during thymic T_reg_ cell differentiation and peripheral maturation, we employed two complementary approaches to assess the effects of induced Foxp3 protein degradation in developing T_reg_ cells. First, we investigated Foxp3 degradation-induced gene expression changes in developing T_reg_ cells in the thymus. Following 7 days of 5-ph-IAA-mediated Foxp3 degradation in *Foxp3*^AID/WT^*R26*^TIR1(F74G)^ mice, we performed bulk RNA-seq analysis of developing ZsGreen^+^ CD73^low^ T_reg_ cells isolated from the thymus (Fig. 5a,b). Differential CD73 expression was used to discern recently generated nascent ZsGreen^+^CD73^low^ CD62L^high^ T_reg_ cells from recirculating CD73^high^ T_reg_ cells entering the thymus from the periphery^28^. We then compared the expression of Foxp3 degradation-sensitive and Foxp3-dependent (*Foxp3*^GFPKO^ versus *Foxp3*^GFP^) genes across T_reg_ developmental stages. The number of DEGs resulting from Foxp3 degradation was the highest in developing thymic T_reg_ cells followed by resting T_reg_ cells, whereas activated T_reg_ cells exhibited the lowest number (Fig. 5c). These data suggest that the transcriptional program of developing T_reg_ cells is markedly more vulnerable to Foxp3 loss in comparison to mature T_reg_ cells, with the latter becoming even less dependent on continuous Foxp3 expression as they become activated. This observation was consistent with the absence of significant enrichment for Foxp3 binding in Foxp3 degradation-sensitive gene loci in activated T_reg_ cells. Notably, Foxp3 degradation-sensitive genes and Foxp3-dependent genes exhibited the strongest correlation in developing thymic T_reg_ cells, with this correlation progressively decreasing as T_reg_ cells mature, reaching its lowest values in activated T_reg_ cells (Fig. 5d,e). This trend persisted even among Foxp3-bound genes (Extended Data Fig. 9a). The declining correlation suggests that while Foxp3 deficiency closely mirrors the effects of Foxp3 degradation in recently generated T_reg_ cells, sustained Foxp3 loss in mature T_reg_ cells, particularly those with a history of activation, may lead to secondary transcriptional effects beyond the primary Foxp3-regulated program.

**Fig. 5:**
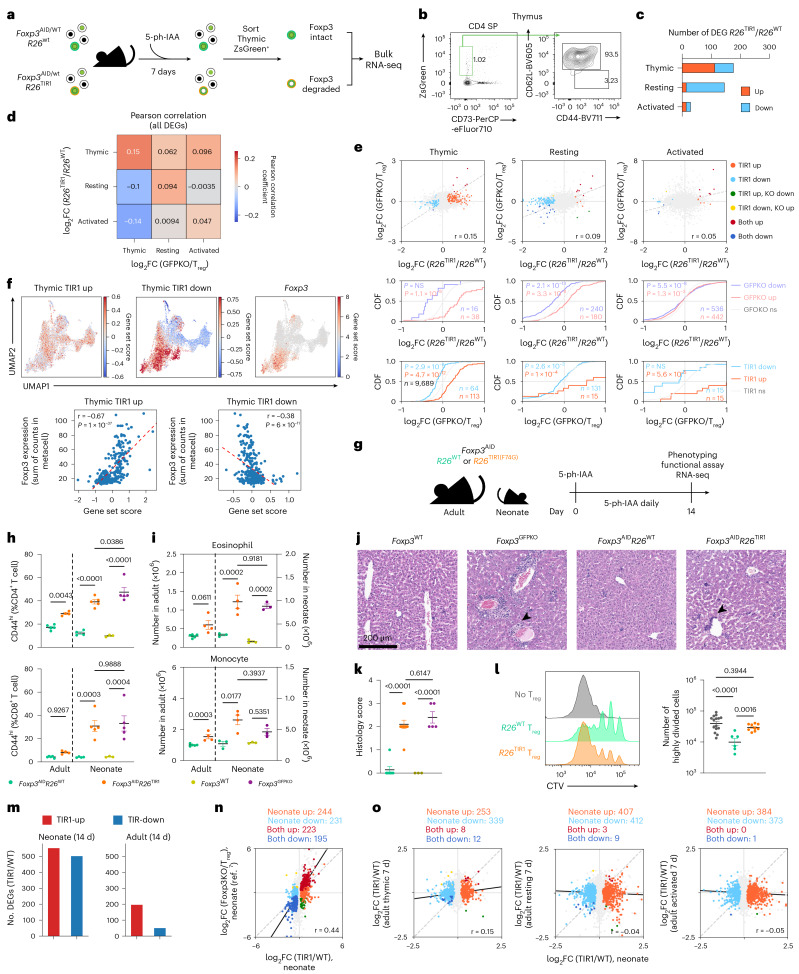
Foxp3 is preferentially required for regulation of gene expression during early T_reg_ cell differentiation. **a**, Experimental design for transcriptional profiling of developing thymic T_reg_ cells. Each genotype consisted of three independent biological replicates. **b**, Gating strategy used to sort CD73⁻ nascent thymic T_reg_ cells. **c**, Bar graph comparing the number of Foxp3 degradation-induced DEGs in thymic, resting and activated T_reg_ cells from *Foxp3*^AID/WT^ mice. **d**, Pearson correlation between Foxp3 degradation-induced and Foxp3-dependent DEGs in thymic, resting and activated T_reg_ cells. **e**, Scatter-plot and cumulative distribution function (CDF) plots comparing Foxp3 degradation-induced and Foxp3-dependent DEGs across the three T_reg_ populations. Data were analyzed using a Mann–Whitney *U*-test. **f**, Metacell analysis of thymocyte scRNA-seq data^30^ correlating UMI-normalized Foxp3 expression levels in each metacell with the expression of TIR1-up and TIR1-down gene signatures identified in **a**–**c**. UMAP plots are colored by scaled expression levels of TIR1-up, TIR1-down and UMI-normalized counts of Foxp3. Dashed red line depicts line of best fit. Correlations and corresponding *P* values were calculated with Pearson correlation over all genes. **g**, Experimental design for in vivo Foxp3 degradation in 1-day-old neonatal *Foxp3*^AID^ mice and adult *Foxp3*^AID^ mice. **h**, CD4^+^ and CD8^+^ T cell activation in adult and neonatal *Foxp3*^AID^ mice following Foxp3 degradation. **i**, Expansion of eosinophils and neutrophils in adult and neonatal *Foxp3*^AID^ mice after Foxp3 degradation. **j**,**k**, Representative H&E staining (**j**) and histology scores of liver inflammation (**k**) in neonatal *Foxp3*^AID^ mice following Foxp3 degradation. **l**, In vitro suppression assay of T_reg_ cells sorted from *Foxp3*^AID^*R26*^WT^ and *Foxp3*^AID^*R26*^TIR1(F74G)^ neonatal mice after 7 days of in vivo 5-ph-IAA administration. 5-ph-IAA was also included in culture to maintain Foxp3 degradation. Each point represents a unique mouse (**h**–**l**). Data are pooled from two independent experiments. Scatter-plots represent mean ± s.e.m. Data were analyzed using a one-way ANOVA. **m**, Bar graphs summarizing the number of Foxp3 degradation-induced DEGs in T_reg_ cells from neonatal and adult *Foxp3*^AID/y^ mice after 14 days of Foxp3 degradation. **n**, Scatter-plot correlating gene expression changes induced by Foxp3 degradation and Foxp3 gene deficiency^7^ in neonatal mice. **o**, Scatter-plots comparing gene expression changes induced by 7 days of Foxp3 degradation in neonatal T_reg_ cells to those in adult thymic, resting and activated T_reg_ cells from *Foxp3*^AID/WT^ mice. Source data

Meta-analysis of previously published scRNA-seq of thymic Foxp3^+^ T_reg_ cells and their progenitors^29^ and our datasets showed that the ‘TIR1-up’ (Foxp3-repressed) and ‘TIR1-down’ (Foxp3-activated) degradation-sensitive gene signatures negatively and positively correlate with Foxp3 expression, respectively, in a dose-dependent manner (Fig. 5f). Notably, similar metacell analysis of Foxp3-degradation-induced transcriptional changes in resting and activated T_reg_ cells revealed a correlation between Foxp3 dosage and the ‘TIR1-down’ signature only (Extended Data Fig. 9b). In contrast, the ‘TIR1-up’ gene set showed no correlation with Foxp3 expression level. These findings further support a shift in the role of Foxp3 in gene regulation as T_reg_ cells mature, particularly in its function as a transcriptional repressor.

In adult mice, thymic output contributes minimally to the peripheral pool of differentiated T_reg_ cells, which is maintained by their self-renewal and whose transcriptional program and functionality we found resilient to the Foxp3 loss^7,9,30^ (Figs. 1 and 2). In neonatal mice, Foxp3^+^ cells first appear among CD4SP thymocytes on days 2–3 after birth; thymic T_reg_ cell output continues to steadily increase until day 21 with recently generated T_reg_ cells accounting for the bulk of the T_reg_ peripheral pool^15^. Thus, we tested the requirement for Foxp3 expression in the suppressor function of early-life T_reg_ cells by treating neonatal *Foxp3*^AID^*R26*^TIR1(F74G)^ and *Foxp3*^AID^*R26*^WT^ control mice with 5-ph-IAA daily for 2 weeks, starting from day 1 after birth (Fig. 5g). Contrary to adults, Foxp3 degradation in neonates led to severe autoimmune disease featuring pronounced T cell activation (Fig. 5h and Extended Data Fig. 9c), myeloproliferation (Fig. 5i and Extended Data Fig. 9d), and tissue inflammation (Fig. 5j,k and Extended Data Fig. 9e) similar to those in Foxp3-deficient *Foxp3*^GFPKO^ mice indicative of a loss of T_reg_ function. The latter was confirmed by the lack of in vitro suppressor capacity of ZsGreen^+^ cells isolated from 5-ph-IAA-treated *Foxp3*^AID^*R26*^TIR1(F74G)^ neonates (Fig. 5l). Consistently, RNA-seq analysis of neonatal *Foxp3*^AID^*R26*^TIR1(F74G)^ and *Foxp3*^AID^*R26*^WT^ T_reg_ cells subjected to 7 days of in vivo Foxp3 degradation revealed hundreds of up- and downregulated genes far exceeding the number of DEGs resulting from Foxp3 degradation induced in mature T_reg_ cells in adults (Figs. 3 and 5m, Extended Data Fig. 9f and Supplementary Table 1). Foxp3 degradation-induced DEGs in early-life T_reg_ cells showed strong correlation with DEGs observed in Foxp3⁻ T_reg_ ‘wannabes’ from *Foxp3*^LSL^ neonates versus Foxp3⁺ T_reg_ cells from *Foxp3*^DTR^ controls, confirming that the loss of Foxp3 in recently generated T_reg_ cells phenocopies *Foxp3* genetic deficiency (Fig. 5n). Among all maturation stages of adult T_reg_ cells, Foxp3 degradation-induced DEGs in adult thymic T_reg_ cells showed the highest concordance with those in neonates, suggesting a similarity in terms of Foxp3 dependence of their transcriptional programs. In contrast, Foxp3 degradation-induced DEGs in adult resting and activated T_reg_ cells showed no such similarity to the neonatal Foxp3-dependent gene expression features (Fig. 5o). These results suggest that in early life, persistent Foxp3 expression is required for the establishment of a stable gene regulatory network and functionality in recently generated T_reg_ cells, likely by acting on its few direct targets and through continuous enforcement of initially unstable feed-forward regulation of indirect targets via intermediates acting in *trans*^12^.

### Proliferation and severe inflammation sensitize T_reg_ cell transcriptome to Foxp3 loss

The observed dispensability of Foxp3 for the function of differentiated T_reg_ cells stood in a sharp contrast with our early finding of a loss of T_reg_ cell function upon ablation of a conditional Foxp3 allele in differentiated T_reg_ cells via Cre^13^. While T_reg_ cells residing in lymphoreplete healthy mice undergo a slow turnover, they undergo pronounced proliferation and activation during in vitro retroviral transduction and transfer into lymphopenic settings employed in these studies. Therefore, Foxp3 expression may be needed to maintain the T_reg_-specific transcriptional program in robustly proliferative cells. To test this supposition, we first performed flow cytometric analysis of *Foxp3*^AID^ T_reg_ cells following 7 days of in vivo Foxp3 degradation, after parsing them into proliferative and nonproliferative cells on the basis of Ki67 expression (Fig. 6a). While the overall phenotypic shift in Foxp3-degraded versus -replete T_reg_ cells was modest, the proliferating Ki67^+^ subset accounted for most changes in CD25, GITR and CTLA4 protein levels, whereas the Ki67^−^ T_reg_ subset underwent little change (Fig. 6b), consistent with the above idea. Next, we performed phenotypic analysis of cell trace violet (CTV)-labeled *Foxp3*^AID^ T_reg_ cells stimulated to proliferate in vitro with anti-CD3 and anti-CD28 antibodies, alongside 5-ph-IAA treatment to induce Foxp3 degradation (Fig. 6c). The highly divided (CTV^low^) cells showed a greater difference in T_reg_ cell markers encoded by Foxp3 degradation-sensitive genes such as CD153 (*Tnfsf8*) and GARP (*Lrrc32*) compared to their lowly divided (CTV^high^) counterparts (Fig. 6d,e and Extended Data Fig. 6d). Expression of CD4, serving as a control, was unaffected by Foxp3 degradation regardless of cell division (Fig. 6d). Moreover, T_reg_ cells subjected to Foxp3 degradation for 72 h secreted more Foxp3-repressed proinflammatory cytokines, including IL-2, IL-4 and IL-13 (Fig. 6f and Extended Data Fig. 6d). To isolate the transcriptional effects of Foxp3 degradation in a highly proliferative context, we activated and expanded *Foxp3*^AID^*R26*^TIR1(F74G)^ and *Foxp3*^AID^*R26*^WT^ T_reg_ cells in vitro for 3 days, rested them in the absence of stimulation for 2 h, treated them with 5-ph-IAA for 7 h and performed bulk RNA-seq (Fig. 6g). Using this approach, we assessed the effects of Foxp3 loss in robustly dividing cells minimizing the effects of T cell receptor (TCR) stimulation and inflammatory cues, including Foxp3 degradation-induced inflammatory cytokine production. While some of the most highly significant DEGs included those identified in mature T_reg_ cells upon Foxp3 degradation in vivo, many were not identified in other experimental settings (Figs. 3a and 6h). Of note, as activated T_reg_ cells in other contexts consistently had fewer DEGs than resting cells (Figs. 2i and 3b and Extended Data Fig. 8d), the observed changes are unlikely to be driven solely by previous TCR-induced activation. Overall, these data are consistent with the notion of a heightened dependency of T_reg_ cells for the maintenance of their transcriptional features on Foxp3 during cell division. As neonatal T_reg_ cells were markedly more proliferative compared to adult cells (Extended Data Fig. 9g,h), their enhanced proliferation together with other potential factors could contribute to their heightened sensitivity to Foxp3 degradation.

**Fig. 6:**
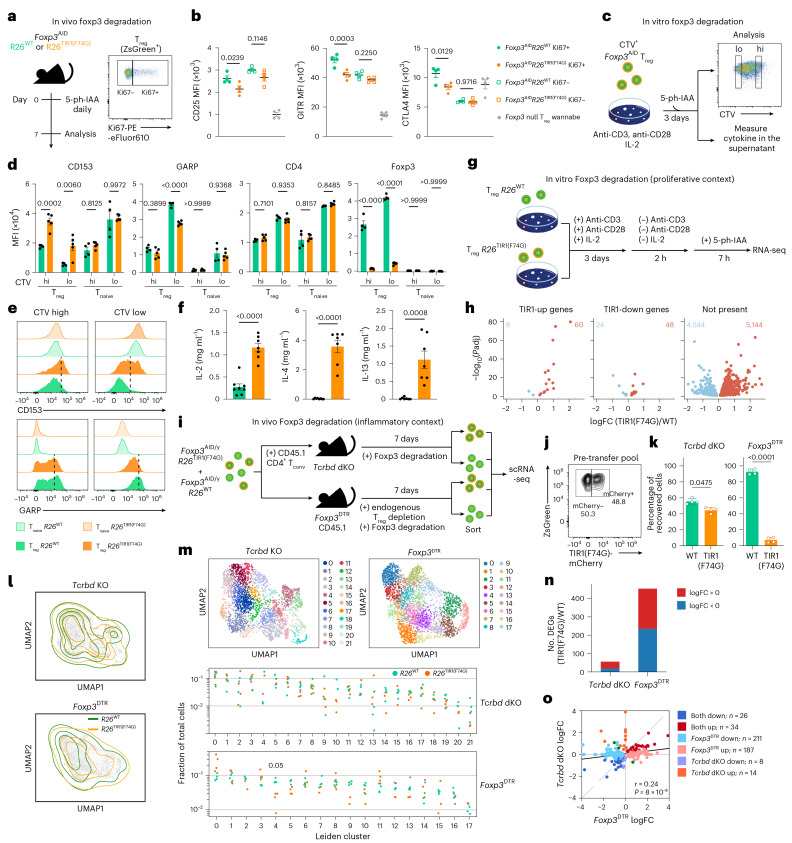
Proliferation and inflammation increase T_reg_ cell sensitivity to Foxp3 degradation. **a**, Experimental design of proliferating T_reg_ analysis in vivo. **b**, Flow cytometry analysis of CD25, GITR and CTLA4 protein levels in dividing versus nondividing T_reg_ cells following 7 days of in vivo Foxp3 degradation, in comparison to Foxp3-deficient T_reg_ ‘wannabe’ cells. Scatter-plots represent mean ± s.e.m. Each point represents a unique mouse. Data are representative of two independent experiments and were analyzed using a one-way ANOVA. **c**, Experimental design of proliferating T_reg_ cell analysis in vitro. **d**,**e**, Combined data (**d**) and representative plots (**e**) showing CD153, GARP, CD4 and Foxp3 protein levels in lowly and highly divided T_reg_ cells. Similarly treated naive CD4 T cells serve as Foxp3^−^ controls. Bar graphs represent mean ± s.e.m. Each point represents cells from a unique mouse. Data are representative of two independent experiments and were analyzed using a two-way ANOVA. **f**, IL-2, IL-4 and IL-13 concentrations in the supernatant of in vitro proliferating T_reg_ assay. Bar graphs represent mean ± s.e.m. Each point represents cells from a unique mouse. Data are pooled from two independent experiments and were analyzed using a two-tailed *t*-test. **g**, Experimental design of proliferating T_reg_ cell analysis in vitro. Experiment consisted of five technical replicates per genotype. **h**, Volcano plots of DEGs from **g** separated by their presence among all up- or downregulated genes in identified in Fig. 3a. Numbers of up- or downregulated genes are labeled in each plot. **i**, Experimental design of inflammatory T_reg_ cell analysis in vivo. Experiment consisted of four biological replicates per condition (*Tcrbd* double knockout (dKO) or *Foxp3*^DTR^). **j**, Flow cytometric analysis of the transferred T_reg_ cell mixture in **i**. **k**, Recovery of cells in each condition stratified by genotype (mCherry^+^ for *Foxp3*^AID^*R26*^TIR1(F74G)^ or mCherry^−^ for *Foxp3*^AID^*R26*^WT^) as identified in the scRNA-seq data. Each point represents a unique mouse. Bar graphs represent mean ± s.d. Data were analyzed using a paired two-tailed *t*-test. **l**, Density contour plots of *R26*^WT^ and *R26*^TIR1(F74G)^ overlayed on UMAP embeddings of the scRNA-seq data. **m**, Leiden clustering of gene expression data visualized on UMAP embedding for T_reg_ cells from each condition. Clustering was performed independently for each condition using the same resolution value. Fraction of each cluster within the total pool of *R26*^WT^ and *R26*^TIR1(F74G)^ T_reg_ cells separated by condition. Within each genotype, each point represents a unique mouse. Data were analyzed using a paired two-tailed *t*-test. **n**, Number of DEGs in each condition, colored by up- or downregulation. **o**, Scatter-plot of log_2_ fold changes of DEGs between *Tcrbd* KO and *Foxp3*^DTR^ conditions. Points are colored by their direction and populations in which they are altered. Source data

Given the upregulation of Foxp3 expression by T_reg_ cells and their proliferation in inflammatory settings^7^, we surmised that severe inflammation coupled to cell division may make mature T_reg_ cells vulnerable to the loss of Foxp3. Thus, we adoptively transferred *Foxp3*^AID^*R26*^TIR1(F74G)^ and *Foxp3*^AID^*R26*^WT^ T_reg_ cells mixed at a 1:1 ratio into *Foxp3*^*DTR*^ recipients subjected to DT-mediated host T_reg_ cell depletion, which creates severe polytypic inflammation. As a control, we assessed the transcriptional effects of Foxp3 degradation upon short-term transfers of the same T_reg_ cell mixture into T cell-deficient mice, which afford lymphopenia-induced T_reg_ cell proliferation in a minimal inflammatory setting. After 7 days of continuous Foxp3 degradation, sorted mCherry^+^ *Foxp3*^AID^*R26*^TIR1(F74G)^ and mCherry^−^ *Foxp3*^AID^*R26*^WT^ T_reg_ cells were subjected to scRNA-seq analysis (Fig. 6i,j). We observed severely compromised fitness of Foxp3-deprived *Foxp3*^AID^*R26*^TIR1(F74G)^ versus control Foxp3-sufficient *Foxp3*^AID^*R26*^WT^ T_reg_ cells in inflammatory settings reflected in their strongly biased ratios in the *Foxp3*^DTR^ recipients; however, in T cell-deficient recipients *Foxp3*^AID^*R26*^TIR1(F74G)^ T_reg_ cells were only mildly outcompeted (Fig. 6k). At the gene expression level, UMAP visualization showed that *Foxp3*^AID^*R26*^TIR1(F74G)^ and *Foxp3*^AID^*R26*^WT^ T_reg_ transcriptomes were largely overlapping (Fig. 6l). Fine-grained Leiden clustering showed similar representation of cells of each genotype from T cell-deficient recipients in all the clusters; however, the frequencies of *Foxp3*^AID^*R26*^TIR1(F74G)^ T_reg_ cells from *Foxp3*^*DTR*^ recipients were significantly reduced in cluster 4, whereas they were elevated in cluster 11 (Fig. 6m). Accordingly, many more DEGs in *Foxp3*^AID^*R26*^TIR1(F74G)^ versus *Foxp3*^AID^*R26*^WT^ cells were observed in severe inflammatory versus lymphopenic settings of *Foxp3*^DTR^ and *Tcrb*^*−/−*^*Tcrd*^−/−^ recipients, respectively (Fig. 6n,o and Supplementary Table 1). These results suggest that the Foxp3-dependent gene regulatory network resilient to Foxp3 loss in mature T_reg_ cells loses its stability under severe inflammatory conditions.

### Foxp3 degradation-induced tumor shrinkage with minimal adverse effects

Next, we asked whether the resilient state of T_reg_ cell transcriptional and functional program can be lost in a disease state associated with high T_reg_ turnover rates. Solid organ tumors are highly enriched for activated T_reg_ cells^31,32^. Using both Ki67 staining and 5-ethynyl-2’-deoxyuridine (EdU) incorporation assay, we confirmed that tumoral T_reg_ cells were markedly more proliferative in comparison to their counterparts residing in tumor-draining lymph nodes (dLNs) (Extended Data Fig. 10a,b). To test whether Foxp3 degradation would compromise the tumoral T_reg_ function, we implanted B16-OVA melanoma cells in the flank of *Foxp3*^AID^*R26*^TIR1(F74G)^ and *Foxp3*^AID^*R26*^WT^ mice. On day 5 after tumor implantation, tumor-bearing mice were treated daily with 5-ph-IAA to induce Foxp3 degradation (Fig. 7a). While the tumors grow unabatedly in *Foxp3*^AID^*R26*^WT^ mice, tumors in *Foxp3*^AID^*R26*^TIR1(F74G)^ ceased to grow and underwent rapid shrinkage (Fig. 7b,c). CD8^+^ T cells and natural killer (NK) cells within the tumor exhibited heightened effector function, as evidenced by increased interferon (IFN)γ production (Fig. 7d and Extended Data Fig. 10c). Of note, ZsGreen⁻ effector CD4 T cells, instead of upregulating IFNγ, showed increased IL-4 expression (Fig. 7e and Extended Data Fig. 10d), which has been recently implicated in antitumor immunity^33,34^. Notably, severe adverse effects, typically seen upon pan-T_reg_ cell ablation in cancer-bearing mice, were completely lacking, as there were no signs of body weight loss, hunched posture, skin lesions or tissue inflammation based on clinical or histological evaluations (Fig. 7f,g). Although Foxp3 degradation had no effect on the abundance of ZsGreen^+^ T_reg_ cells in the tumor, dLNs and nondraining lymph nodes (ndLNs), Foxp3 degradation-induced phenotypic changes were markedly more pronounced in tumoral T_reg_ cells. While increased TCF1 expression was observed in both nontumoral and tumoral T_reg_ cells, reduced CTLA4, GITR and CD39 expression was only observed in the latter (Fig. 7h). Thus, Foxp3 degradation boosts antitumor immunity with minimal immune related adverse effects due to a selective loss of intratumoral T_reg_ cell function.

**Fig. 7:**
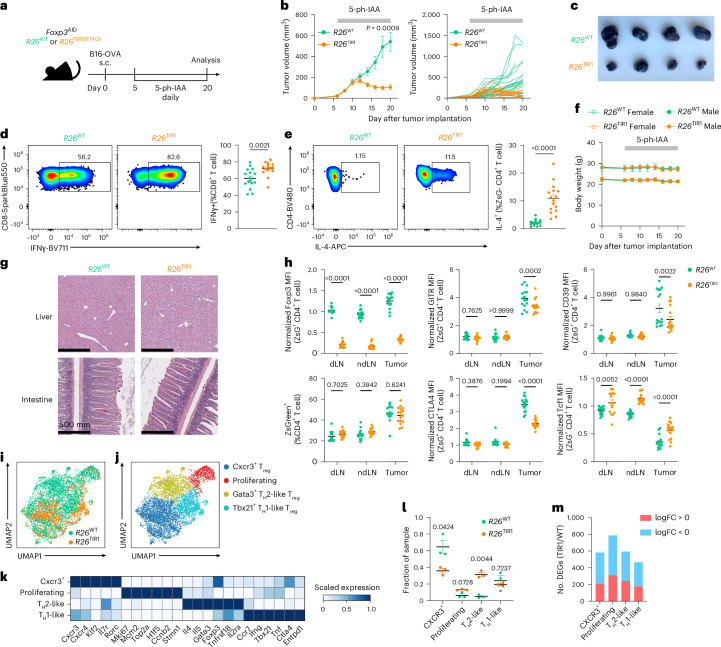
Foxp3 degradation leads to tumor shrinkage with minimal adverse effects. **a**, Schematic of the tumor experiment design. s.c., subcutaneous. **b**, Tumor burden over time, shown as average (left) and individual (right) tumor growth curves. Line graph represents mean ± s.e.m. (left). Each line represents a unique mouse (right). Data are pooled from two independent experiments and were analyzed using a two-way ANOVA (mixed-effects model) with Geisser-Greenhouse correction. **c**, Representative tumor images on day 20. **d**, Representative flow cytometry plots (left) and combined data (right) of IFNγ production by tumor-infiltrating CD8^+^ T cells. Each point represents a unique mouse. Scatter-plot shows mean ± s.e.m. Data are pooled from two independent experiments and were analyzed using a two-tailed *t*-test. **e**, Representative flow cytometry plots (left) and quantification (right) of IL-4 production by tumor-infiltrating ZsGreen⁻ CD4^+^ T cells. Each point represents a unique mouse. Scatter-plot shows mean ± s.e.m. Data are pooled from two independent experiments and were analyzed using a two-tailed *t*-test. **f**, Body weight monitoring throughout the experiment. Line graph shows mean ± s.e.m. Data are pooled from two independent experiments. **g**, H&E staining of liver and intestine on day 20. Images are representative of two independent experiments. **h**, Expression levels of Foxp3, GITR, CD39, ZsGreen, CTLA4 and TCF1 in ZsGreen⁺ CD4 T cells from the dLN, ndLN and tumor on day 20. Each point represents a unique mouse. Scatter-plots show mean ± s.e.m. Data are pooled from two independent experiments and were analyzed using multiple *t*-tests. **i**,**j**, UMAP visualization of scRNA-seq analysis of tumor T_reg_ cells from *Foxp3*^AID^*R26*^WT^ and *Foxp3*^AID^*R26*^TIR1(F74G)^ mice on day 14 after tumor implantation, colored by genotype (**i**) or cluster (**j**). **k**, Heatmap showing scaled mean UMI-normalized expression values for each cluster in **j**. **l**, Proportional distribution of *Foxp3*^AID^*R26*^WT^ and *Foxp3*^AID^*R26*^TIR1(F74G)^ T_reg_ cells within each cluster in **j**. Each point represents a unique mouse. Scatter-plot represents mean ± s.e.m. Data were analyzed using multiple log-normal *t*-tests. **m**, Number of DEGs between *Foxp3*^AID^*R26*^WT^ and *Foxp3*^AID^*R26*^TIR1(F74G)^ T_reg_ cells in each cluster shown in **j**. Source data

scRNA-seq profiling of tumor-infiltrating T_reg_ cells isolated from *Foxp3*^AID^*R26*^WT^ and *Foxp3*^AID^*R26*^TIR1(F74G)^ mice following 15 days of continuous Foxp3 degradation showed profound and widespread transcriptional alterations within tumor T_reg_ cells visualized by UMAP (Fig. 7i). Characterization of the heterogeneity of Foxp3-degraded and control tumoral T_reg_ cells using coarse clustering identified four clusters: (1) *Gata3*^hi^, T_H_2-like cluster; (2) *Cxcr3*^hi^ cluster; (3) *Tbx21*^hi^, T_H_1-like cluster; and (4) *Mki67*^hi^, proliferating cluster (Fig. 7j,k). Unlike steady-state T_reg_ cells, where both Foxp3-sufficient and Foxp3-degraded cells remained similarly distributed across clusters even under refined clustering conditions, intratumoral T_reg_ cells displayed a markedly uneven distribution depending on Foxp3 status, even at this level. Specifically, the T_H_2-like (*Gata3*^hi^) cluster was overwhelmingly populated by Foxp3-degraded T_reg_ cells from *Foxp3*^AID^*R26*^TIR1(F74G)^ mice, suggesting that Foxp3 loss preferentially skewed tumor T_reg_ cells toward a T_H_2-like state. Conversely, the *Cxcr3*^hi^ cluster was predominantly composed of Foxp3-sufficient T_reg_ cells. The proliferating (*Mki67*^hi^) cluster contained a slightly higher proportion of Foxp3-degraded T_reg_ cells, whereas the T_H_1-like (*Tbx21*^hi^) cluster maintained a comparable representation of T_reg_ cells of both genotypes (Fig. 7l). Given developmental stage-dependent requirements for Foxp3 in maintaining T_reg_ functionality observed in healthy mice, we sought to determine whether Foxp3 exerts cell state context-specific roles across distinct tumoral T_reg_ subsets. Thus, we performed pseudo-bulk differential gene expression analyses between *Foxp3*^AID^*R26*^WT^ and *Foxp3*^AID^*R26*^TIR1(F74G)^ tumor T_reg_ cells within each cluster. Notably, the proliferating cluster revealed the highest number of DEGs (Fig. 7m and Extended Data Fig. 10e). These results confirm a heightened dependence on Foxp3 for the maintenance of tumoral T_reg_ cells.

## Discussion

Foxp3 binding, while sequence specific, is associated with transcriptional changes in only a few Foxp3-bound genes^12^. The latter has been proposed to propagate Foxp3-dependent genome-wide features in a ‘relay-like’ manner^12^. Such transcriptional ‘staging’ by Foxp3 would be expected to result in a readily reversible cell state especially when Foxp3 expression is decreased or lost. Indeed, it has been suggested that in inflammatory or hypoxic settings T_reg_ cells can lose Foxp3 expression and become proinflammatory cells, which may contribute to the disease^35–37^. On the other hand, it has been proposed that Foxp3 instability is limited to newly generated T_reg_ cells and that after its transient loss, re-expression of Foxp3 restores T_reg_ suppressor function^8,9^.

Our studies demonstrated that, contrary to a complete halt of functional T_reg_ development resulting from genetic *Foxp3* deficiency, the function and fitness of differentiated T_reg_ cells in adult mice was remarkably durable upon the loss of Foxp3 at steady state. This conclusion is supported by our findings that Foxp3 degradation induced upon 5-ph-IAA treatment of adult *Foxp3*^AID^*R26*^TIR1(F74G)^ mice for up to 4 weeks did not result in clinical manifestations of autoimmune disease or wasting, whereas *Foxp3*^*DTR*^ mice of similar age subjected to DT-induced T_reg_ cell ablation succumbed to the disease within 2–3 weeks. The mild increase in the immune tone in the absence of any notable clinical manifestations observed upon continuous Foxp3 degradation for up to 4 weeks was in stark contrast to the rapid progression of fatal inflammatory disease commencing upon T_reg_ cell ablation^17^. Accordingly, instead of impacting the full set of direct and indirect Foxp3-dependent transcriptional features, Foxp3 degradation affected the expression of a much smaller gene set, likely enriched for Foxp3 direct target genes. These results suggest that after Foxp3 establishes the identity, fitness and functionality of T_reg_ cells during their differentiation, T_reg_ transcriptional and functional programs acquire resilience to its loss under physiological conditions.

Notably, our studies revealed that contrary to adult mice, Foxp3-dependent transcriptional and functional T_reg_ programs are absolutely dependent on Foxp3 in neonates, with its loss resulting in severe autoimmune inflammatory disease indistinguishable from that seen in mice with a congenital *Foxp3* deficiency. It seems unlikely that the observed disease can be accounted for solely by the disruption of Foxp3 expression during thymic T_reg_ cell generation, because the expression of TIR1 is controlled by a Foxp3-driven Cre. In addition, small numbers of functional T_reg_ cells present in the periphery would be able to rescue the disease if they were resilient to Foxp3 loss. In this regard, adoptive transfer of small numbers of T_reg_ cells into neonatal *Foxp3*^null^ mice or temporally induced installation of Foxp3 protein expression in a small cohort *Foxp3*^LSL^ expressing T_reg_ ‘wannabe’ cells affords protection from the disease^1,7^. Furthermore, Foxp3 protein degradation in both adult Foxp3-expressing thymocytes and early-life peripheral T_reg_ cells caused markedly more extensive transcriptional changes than those observed following Foxp3 degradation in fully differentiated adult peripheral T_reg_ cells. These findings suggest that stabilization of the Foxp3-dependent transcriptional program occurs at a relatively slow tempo. In support of this notion, it took approximately 2–3 weeks for the transcriptional program initiated by newly installed Foxp3 protein in T_reg_ ‘wannabe’ cells to approach that of bona fide T_reg_ cells. Together, these results support a model whereby the initially vulnerable Foxp3-dependent gene regulatory network in Foxp3^+^ thymocytes and early-life peripheral T_reg_ cells gradually matures into a stable, largely Foxp3 independent state. This transition seems to unfold over an unexpectedly long timescale, possibly reflecting the ‘relay-like’ propagation of Foxp3-mediated gene expression changes, whereby a small number of direct Foxp3 targets act in *trans* to modulate broader networks of gene expression^12^. Additionally, a relatively modest scale of modulation of a number of genes by Foxp3 can contribute to the slow tempo of the acquisition of Foxp3-dependent network resilience. Finally, early-life peripheral T cells, almost exclusively made of recent thymic emigrants, produce limited amounts of IL-2, which can further compromise maintenance of T_reg_ cell transcriptional program upon removal of Foxp3 (ref. ^38^). In line with this, we found that this program encompasses genes, whose *cis*-regulatory elements are enriched for STAT-binding motifs.

Developmentally established T_reg_ cell transcriptional and functional features can be further tuned by context-dependent interactions between Foxp3 and its protein partners activated in response extracellular cues such as TCR stimulation among others^39–44^. Accordingly, transcriptional changes in T_reg_ cells observed across different tissues upon Foxp3 degradation were more variable in activated in comparison to resting T_reg_ cells, where they were highly correlated. Notably, Foxp3 degradation affected genes in resting T_reg_ cells were enriched for Foxp3 binding, whereas those in activated cells were not. These observations suggest that the indirect components of Foxp3-dependent transcriptional T_reg_ cell program can be influenced by environmental cues. Cell division presents a major challenge for inheritance of differentiated cell states which necessitates a wide range of epigenetic and genetic enforcement mechanisms. Fittingly, robust T_reg_ cell division in vitro and in vivo, especially in a severe inflammatory environment, compromised the resilience of the Foxp3-dependent transcriptional program with a wide range of Foxp3 degradation-induced transcriptional changes beyond the core ‘Foxp3-repressed’ and ‘Foxp3-activated’ genes identified under homeostatic conditions.

While the specific mechanisms behind the observed durability of the Foxp3-dependent transcriptional network and its vulnerability remain to be elucidated, their context dependence presents a unique therapeutic opportunity for selective targeting of T_reg_ cell functionality. In this regard, our observation of enhanced antitumor immunity and tumor growth control upon Foxp3 degradation in the absence of severe adverse effects typically observed upon wholesale T_reg_ cell ablation in experimental models of cancer^45–55^ offers a novel strategy for immunotherapy of tumors featuring highly activated and proliferative T_reg_ cells.

In conclusion, our studies suggest that the initially vulnerable Foxp3-dependent gene regulatory network and associated functionality of T_reg_ cells progress over time to a resilient state. Once this state is established, T_reg_ cell function, and much of the Foxp3-driven transcriptional program, except for a few genes likely enriched for Foxp3 direct targets, are maintained even after the loss of Foxp3 expression. Yet, the durability of Foxp3-dependent gene regulatory network in mature T_reg_ cells can be compromised in diseased tissue contexts such as the tumor microenvironment; this vulnerability can be leveraged for therapeutic disruption of intratumoral T_reg_ cell function. These findings have noteworthy implications for understanding T_reg_ cell function in health and disease.

## Methods

### Mice

All animal experiments in this study were approved by the Sloan Kettering Institute (SKI) Institutional Animal Care and Use Committee under protocol no. 08-10-023 or Yale University Institutional Animal Care and Use Committee under protocol no. 2023-20503. Mice were housed at the SKI or Yale University animal facility under specific-pathogen-free conditions on a 12-h light–dark cycle with free access to water and regular chow diet. The average ambient temperature is 21.5 °C and the average humidity is 48%. *Foxp3*^DTR^, *Foxp3*^fl^ and *Cd4*^creERT2^ mice used in this study have been previously described^1,17,56^. *Foxp3*^AID^, *ROSA26*^TIR1^ and *ROSA26*^TIR1(F74G)^ mice were generated in this study. All control and experimental animals were age-matched and littermates were used as controls unless otherwise indicated.

### Generation of *Foxp3*^AID^, *ROSA26*^TIR1^ and *ROSA26*^TIR1(F74G)^ mice

Gene targeting was carried out in 129/B6 F1 hybrid embryonic stem (ES) cells using a targeting vector spanning the Foxp3 locus. At the N terminus, the AID sequence was fused to Foxp3 via a seven-amino-acid flexible linker (GSHGGSG). An IRES-ZsGreen-T2A-iCre-Frt-neo-Frt cassette was inserted into the 3′ untranslated region (UTR) immediately downstream of the stop codon. ES cell clones with successful targeting were validated and injected into CD-1 tetraploid blastocysts to generate knock-in founders. These founders were then crossed with a Flp-deleter line to excise the neo-cassette. The resulting F1 progeny were backcrossed to the C57BL/6 background for at least three generations before in vivo experiments.

To generate the *ROSA26*^TIR1^ strain, a targeting construct was assembled by cloning a TIR1 (wild-type; WT)-3xMyc-P2A-mCherry fragment into the FseI-linearized Ai32-targeting vector (Addgene, #34880), positioned between a loxP-Stop-loxP cassette and a WPRE (woodchuck hepatitis virus post-transcriptional regulatory element). The complete targeting vector included the *ROSA26* left homology arm, the CAG promoter, a loxP-Stop-loxP cassette, WPRE, a bovine growth hormone (bGH) polyadenylation signal, an AttB-neo-AttP drug selection cassette and the *ROSA26* right homology arm. The linearized construct was transfected into albino C57BL/6 ES cells. Neomycin-resistant clones were screened by Southern blot, followed by PCR to confirm correct targeting. Karyotypically normal ES cell clones were used to generate chimeras, which were subsequently bred with albino C57BL/6 mice. Germline-transmitted founders were crossed with a PhiC31-deleter strain to remove the neomycin resistance cassette.

To generate the *ROSA26*^TIR1(F74G)^ strain, CRISPR-mediated gene editing was used to introduce a point mutation in ROSA26^TIR1/+^ zygotes, converting phenylalanine (F; **TTC**) to glycine (G; **GGC**) at position 74.

gRNA spacer sequence (synthesized by IDT):

GAAGCGGCTGAAGTTGGAGC

Homology-directed repair template sequence (synthesized by IDT as single-stranded DNA):

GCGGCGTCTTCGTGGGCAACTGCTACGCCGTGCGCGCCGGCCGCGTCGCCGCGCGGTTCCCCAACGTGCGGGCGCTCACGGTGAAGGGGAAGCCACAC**GGC**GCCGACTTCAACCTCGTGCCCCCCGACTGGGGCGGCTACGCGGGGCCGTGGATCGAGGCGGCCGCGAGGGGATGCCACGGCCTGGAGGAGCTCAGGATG

In addition to the desired point mutation, a silent mutation (CCC to CCA) was included in the homology-directed repair template to prevent re-cutting by Cas9. Offspring were screened by PCR amplification followed by KasI restriction digest. Confirmed mutants were validated by Sanger sequencing and bred to C57BL/6 mice to establish germline-transmitting founders.

### Treatment of mice with 5-ph-IAA and diphtheria toxin

DT (List Biological Laboratories, 150) was dissolved in phosphate-buffered saline (PBS) and administered intraperitoneally (i.p.) at a dose of 20 μg kg^−1^ on day 0. This was followed by six subsequent injections of 5 μg kg^−1^ every other day. Mice were killed for analysis on day 14. Then, 5-ph-IAA (MedChemExpress, HY-134653) was dissolved with 0.2 M NaOH, diluted in PBS and administered daily via i.p. injection at a dose of 10 mg kg^−1^ per mouse.

### Reagents and antibodies

The following antibodies and reagents were used in this study for flow cytometry, with clones, venders, catalog numbers and dilutions as indicated: anti-Siglec-F (E50-2440, BD, 562681, 1:400), anti-I-A/I-E (M5/114.15.2, Biosciences, 566086, 1:1,200), anti-NK1.1 (PK136, Thermo Fisher, 47-5941-82, 1:400), anti-CD45 (30-F11, BioLegend, 103136, 1:600), anti-CD11b (M1/70, BioLegend, 101257, 1:800), anti-CD11b (M1/70, BD Biosciences, 363-0112-82, 1:400), anti-CD3ε (17A2, BioLegend, 100237, 1:500), anti-γδTCR (GL3, BD Biosciences, 750410, 1:300), anti-Cd278 (C398.4A, BD Biosciences, 567918, 200), anti-TCR (H57-597, BD Biosciences, 748405, 1:300), anti-TCR β (H57-597, Thermo Fisher, 47-5961-82, 1:300), anti-TCR (H57-597, BioLegend, 109227, 1:200), anti-TCR β (H57-597, Thermo Fisher, 12-5961-83, 1:400), anti-CD153 (RM153, BD Bioscience, 741575, 1:400), anti-CD24 (M1/69, Thermo Fisher, 46-0242-82, 1:800), anti-CD304 (3E12, BioLegend, 145209, 1:300), anti-CD3 (IM7, BioLegend, 103049, 1:400), anti-CD44 (IM7, BD Biosciences, 563971, 1:400), anti-CD44 (IM7, BioLegend, 103026, 1:100), anti-ZsGreen (polyclonal, Frontier Institute Co., LTD, MSFR106470, 1:800), anti-KLRG1 (2F1, Thermo Fisher, 35-5893-82), anti-CD39 (24DMS1, Thermo Fisher, 25-0391-82, 1:400), anti-TCF1 (C63D9, Cell Signaling, 6709, 1:200), anti-IL-10 (JES5-16E3, BioLegend, 505021, 1:200), anti-CD4 (RM4-5, BD Biosciences, 414-0042-82, 1:400), anti-CD4 (RM4-5, BioLegend, 100536, 1:400), anti-CD4 (RM4-5, Thermo Fisher, 47-0042-82, 1:400), anti-CD4 (RM4-5, BioLegend, 100548, 1:400), anti-TNF (MP6-XT22, BioLegend, 506329, 1:400), anti-IFNg (XMG1.2, BioLegend, 505836, 1:200), anti-IL-22 (1H8PWSR, Thermo Fisher, 46-7221-80, 1:400), anti-IL-13 (eBio13A, Thermo Fisher, 12-7133-82, 1:400), anti-IL-4 (11B11, Thermo Fisher, 17-7041-82, 1:300), anti-CD11c (N418, Thermo Fisher, 48-0114-82, 1:200), anti-Ly6c (HK1.4, BioLegend, 128037, 1:1,200), anti-Ly6C (HK1.4, BioLegend, 128041, 1:1,000), anti-CD122 (TM-β1, BD Bioscience, 564763, 1:200), anti-GARP (YGIC86, Thermo Fisher, 25-9891, 1:200), anti-CD86 (GL1, Thermo Fisher, 12-0862-85, 1:400), anti-Ly6G (1A8, BioLegend, 127618, 1:500), anti-CD64 (X54-5/7.1, BioLegend, 139306, 1:200), anti-CD127 (A7R34, Tonbo Bioscience, 20-1271-U100, 1:200), anti-CD122 (5H4, Thermo Fisher, 13-1221-82, 1:200), anti-Guinea Pig (polyclonal, Thermo Fisher, SA5-10094, 1:1,000), anti-FR4 (12A5, BD Biosciences, 744121, 1:200), anti-FR4 (12A5, BD Biosciences, 560318, 1:200), anti-OX40 (OX-86, Thermo Fisher, 46-1341-82, 1:300), anti-CD120b (TR75-89, BD Bioscience, 564088, 1:200), anti-CD103 (M290, BD Biosciences, 566118, 1:300), anti-Ly-6C (HK1.4, BioLegend, 128037, 1:1,000), anti-CD90.2 (30-H12, BioLegend, 105320, 1:800), anti-CD90.2 (53-2.1, BD Biosciences, 564365, 1:1,500), anti-Foxp3 (FJK-16s, Thermo Fisher, 48-5773-82, 1:200), anti-Foxp3 (FJK-16s, Thermo Fisher, 17-5773-82, 1:200), anti-CD19 (6D5, BioLegend, 115510, 1:600), anti-F4|80 (BM8, BioLegend, 123133, 1:200), anti-CD4 (RM4-5, EBioscience, 564667, 1:400), anti-CD4 (RM4-5, BioLegend, 100553, 1:400), anti-CD8α (53-6.7, BioLegend, 100780, 1:600), anti-CD8α (53-6.7, BioLegend, 564297, 1:400), anti-CD8α (53-6.7, BioLegend, 100752, 1:500), anti-GITR (DTA-1, Thermo Fisher, 48-5874-82, 1:500), anti-CD73 (eBioTY/11.8, Thermo Fisher, 46-0731-82, 1:400), anti-CD73 (TY/11.8, BioLegend, 127208, 1:400), anti-CD62L (MEL-14, BioLegend, 104441, 1:100), anti-CD62L (MEL-14, BD Biosciences, 565213, 1:600), anti-CD62L (MEL-14, BD Biosciences, 741230, 1:800), anti-CD62L (MEL-14, BioLegend, 104441, 1:400), anti-CD62L (MEL-14, BioLegend, 104438, 1:1,600), anti-CTLA4 (UC10-4B9, BioLegend, 106323, 1:200), anti-CTLA4 (UC10-4B9, Thermo Fisher, 12-1522-82, 1:400), anti-Helios (22F6, BioLegend, 137216, 1:400), anti-Helios (22F6, BioLegend, 137236, 1:400), anti-Eos (ESB7C2, Thermo Fisher, 12-5758-82, 1:400), anti-Ki-67 (SolA15, Thermo Fisher, 61-5698, 1:2,000), anti-Ki67 (B56, BD Biosciences, 563757, 1:1,000), anti-Ki67 (SolA15, Fisher Scientific, 15-5698-82, 1:8,000), anti-CD25 (PC61, BD Biosciences, 564022, 1:300; Thermo Fisher, 17-0251-82, 1:400), anti-PD-1 (29 F.1A12, BioLegend, 135225, 1:400), anti-CD45 (30-F11, BioLegend, 103157, 1:1,000), anti-IL-2 (JES6-5H4, BioLegend, 503818, 1:400), streptavidin (Thermo Fisher, 46-4317-82, 1:1,000), Picolyl-Azide (Jena Bioscience, CLK-1288-5), CTV (Thermo Fisher, C34557), Zombie NIR dye (BioLegend, 423105, 1:1,000), Sytox Blue (Thermo Fisher, S34857) and anti-mouse CD16/32 (2.4G2, Tonbo, 70-0161-M001, 1:500).

The following capturing antibodies were used for ELISA: anti-mouse IL-13 (14-7133-68, Invitrogen, 88-7137-88), anti-mouse IL-4 (14-7041-68 A, Invitrogen, 88-7044-88), anti-mouse IL-2 (eBioscience, 14-7022-68), anti-mouse IgE (R35-72, BD Pharmingen, 553413), goat anti-mouse IgG1 (2794408, Southern Biotech, 1070-01), goat anti-mouse IgG3 (2794567, Southern Biotech, 1100-01), goat anti-mouse IgG2a (2794475, Southern Biotech, 1080-01), goat anti-mouse IgG2b (2794517, Southern Biotech, 1090-01), goat anti-mouse IgG2c (2794464, Southern Biotech, 1079-01), goat anti-mouse IgA (2314669, Southern Biotech, 1040-01) and goat anti-mouse IgM (2794197, Southern Biotech, 1020-01). The following detection antibodies were used for ELISA: biotin anti-mouse IL-13 (13-7135-68A, Invitrogen, 88-7137-88), anti-mouse IL-4 (13-7042-68C, Invitrogen, 88-7044-88), anti-mouse IL-2 (eBioscience, 33-7021-68), goat anti-mouse Ig (2728714, Southern Biotech, 1010-05) and biotin rat anti-mouse IgE (R35-118, BD Pharmingen, 553419).

The following reagents were used to generate ELISA standard curves: mouse IL-4 lyophilized standard (39-8041-60, Invitrogen, 88-7044-88), mouse IL-13 lyophilized standard (39-7137/2EB-60, Invitrogen, 88-7137-88), mouse IL-2 (Thermo Fisher 212-12-5UG), mouse IgG1, κ, isotype control (15H6, Southern Biotech, 0102-01), mouse IgG2a, κ, isotype control (UPC-10, Sigma, M5409), IgG2b isotype control (MOPC-141, Sigma, M5534), Mouse IgG2c (6.3, AB_2794064, Southern Biotech, 0122-01), purified mouse IgG3, κ, isotype control (A112-3, BD Pharmingen, 553486), Purified Mouse IgA, κ, isotype control (M18-254, BD Pharmingen, 553476), IgM isotype control from murine myeloma (MOPC 104E, Sigma, M5909), purified mouse IgE, κ, isotype control (C38-2, BD Pharmingen, 557079).

### Enzyme-linked immunosorbent assay

ELISA experiments for IL-2, IL-4 and IL-13 were performed in the following way. Cells were isolated from pooled SLOs (peripheral lymph nodes (cervical, axillary, brachial and inguinal) and spleen) and cultured on a 96-well U-bottom plate with 5% CO_2_ in 200 μl complete cell culture medium (RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS), 100 U ml^−1^ penicillin–streptomycin, 2 mM L-glutamine, 10 mM HEPES and 50 µM β-mercaptoethanol) and recombinant human IL-2 (0.5 U µl^−1^, Roche, C168121-01). Cells were treated with 5-ph-IAA (5 mM daily) in the presence of anti-CD3/CD28 activation beads (Thermo Fisher, 11452D). The culture was terminated after 3 days and the supernatant was used for the detection of the aforementioned cytokines. In brief, a 96-well flat-bottom plate was coated with capture antibody in Coating Buffer (00-0000-53, Invitrogen, 88-7044-88) and incubated overnight at 4 °C. The next day, the plate was washed and blocked with ELISA/ELISPOT diluent (00-4202-55, Invitrogen, 88-7044-88) at room temperature for 1 h. Then, the plate was washed and serial dilutions of standards were performed using the ELISA/ELISPOT diluent. Next, samples were added to the plate and incubated overnight at 4 °C. The next day, the plate was washed and the detection antibody was added and incubated for 1 h at room temperature. Next, the plate was washed and incubated with streptavidin–HRP for IL-2 and IL-4 (00-50050-68, Invitrogen, 88-7044-88) or avidin–HRP for IL-13 (00-4100-94, Invitrogen, 88-7137-88) for 30 min at room temperature. The plate was then washed and incubated with TMB solution (00-4201-56, Invitrogen, 88-7044-88) at room temperature for 5–15 min. Finally, 1 M H_3_PO_4_ (Sigma-Aldrich, P5811) was added to the plate to stop the colorimetric reaction.

Antibody ELISAs were conducted as previously described. In brief, mouse peripheral blood was collected via cardiac puncture immediately after killing into BD SST microcontainer tubes (02-675-185) and sera were collected after centrifugation. Flat-bottom 96-well plates were coated with capturing antibodies in 50 µl 0.1 M NaHCO_3_ solution at pH 9.5 overnight at 4 °C. The plates were then emptied, blocked with 200 µl 1% bovine serum albumin (VWR, 97061-422) in PBS and washed three times with PBS containing 0.05% Tween-20 (Sigma-Aldrich, P1379). Then, 50 µl serum at appropriate dilutions was added and incubated overnight at 4 °C. The plate was then incubated with 50 µl biotinylated detection antibodies at 37 °C for 2–3 h, followed by 50 µl avidin–HRP (Thermo Fisher, 18-4100-51) at 37 °C for 30 min and 100 µl TMB solution (Thermo Fisher, 00-4201-56) at room temperature, with 3–4 washes with PBS–Tween in between each incubation step. The colorimetric reaction was stopped with 100 µl 1 M H_3_PO_4_ after 5–10 min.

Absorbance at 450 nm was measured with a Synergy HTX plate reader (BioTek). Concentrations of antigens were determined using standard curves constructed with purified recombinant proteins and calculated with Gen5 3.02.2 (BioTek).

### Isolation of cells from lymphoid organs, lungs and tumors

For flow cytometry analyses, animals were killed and perfused with 20 ml PBS. Cells were isolated from lymphoid organs by meshing with syringe plunger through a 100-mm cell strainer (Corning, 07-201-432). Lungs and tumors were digested in RPMI 1640 with 2% FBS, 10 mM HEPES buffer, 100 U ml^−1^ penicillin–streptomycin, 2 mM L-glutamate, 0.2 U ml^−1^ collagenase A (Sigma, 11088793001) and 1 U ml^−1^ DNase I (Sigma-Aldrich, 10104159001) for 45 min at 37 °C with vigorous shaking at 250 rpm. Then, 6.35-mm ceramic beads (MP Biomedicals, 116540034) were included to help with tissue dissociation. The digested lungs were filtered through 70-mm separation filters (Miltenyi Biotec, 130-095-823), washed and centrifuged in PBS-adjusted 40% Percoll (Sigma-Aldrich, 17-0891-01) to enrich for lymphocytes. Erythrocytes from spleen, lung and liver were lysed using ACK lysis buffer (150 mM NH_4_Cl (Sigma-Aldrich, A9434), 10 mM KHCO_3_ (Sigma-Aldrich, P7682) and 0.1 mM Na_2_EDTA at pH 7.4).

For flow cytometry analysis, cells were stained with Zombie NIR dye in PBS for 10 min at 4 °C to identify the dead cells followed by staining with anti-mouse CD16/32 in staining buffer (PBS with 0.2% bovine serum albumin (BSA), 10 mM HEPES buffer and 2 mM EDTA) for 10 min at 4 °C to block the Fc receptors. Next, cells were stained with fluorescently conjugated antibodies detecting cell surface antigens for 30 min at 4 °C. To access the intracellular antigens, cells were fixed and permeabilized with eBioscience transcription factor staining buffer set (00-5523-00) according to the manufacturer’s instructions. Samples were recorded on Aurora cytometer (Cytek) by using of SpectroFlo software v.3.1.2 and analyzed in FlowJo v.10.10.0.

For cell sorting, cells isolated from pooled peripheral lymph nodes (cervical, axillary, brachial and inguinal) and spleen were enriched for CD4^+^ T cells using a mouse CD4^+^ T Cell Isolation kit (Miltenyi, 130-104-454) according to the manufacturer’s instructions. Next, samples were stained with antibodies, washed and resuspended in a Sytox Blue-containing (1:8,000) staining buffer to exclude dead cells. T_reg_ cells (CD4^+^TCRβ^+^ZsGreen^+^ from *Foxp3*^AID^*ROSA26*^WT^ mice and CD4^+^TCRβ^+^ZsGreen^+^mCherry^+^ from *Foxp3*^AID^*ROSA26*^TIR1(F74G)^ mice) and naive CD4^+^ T cells (CD4^+^TCRβ^+^ZsGreen^−^CD44^lo^CD62L^hi^) were sorted into cell culture medium.

### Flow cytometric analysis of cytokine production

To measure cytokine production following ex vivo stimulation, a single-cell suspension was incubated with 5% CO_2_ at 37 °C for 4 h in cell culture medium (200 ml per well) supplied with 50 ng ml^−1^ phorbol-12-myristate-13-acetate (Sigma-Aldrich, P8139), 500 ng ml^−1^ ionomycin (Sigma-Aldrich, I0634), 2 μM monensin (Sigma-Aldrich, M5273) and 1 μg ml^−1^ brefeldin A (Sigma-Aldrich, B6542). Cells were stained for flow cytometry as described above except for the fixation/permeabilization step and cytokine staining in which case BD Cytofix/Cytoperm Kit (BD Biosciences, 554715) was used according to the manufacturer’s instructions.

### Ex vivo CTV labeling

Sorted T_reg_ cells were labeled with CTV (5 mM) and cultured with 5% CO_2_ on a 48-well flat-bottom plate pre-coated with anti-CD3/CD28 antibody with concentration of 5 mg ml^−1^ each of anti-CD3 (145-2C11, BioXcell, BE0001-1) and anti-CD28 (37.51, BioXcell, BE0015-1). The culture was maintained in cell culture medium (600 ml per well) supplied with a recombinant human IL-2 (0.5 U µl^−^^1^). Cells were treated with 5-ph-IAA daily (5 mM). The first part of the culture was terminated after 16 h to capture undivided cells and the cells that divided once. Another part of the culture was terminated after 72 h to capture the cells dividing twice and more. Cells were stained for analysis as described above.

### In vitro suppression assay

Cells were isolated from pooled SLOs and enriched for CD4^+^ T cells as described above. Resting T_reg_ cells (CD4^+^TCRβ^+^ZsGreen^+^CD62L^hi^CD44^lo^) were FACS sorted and 40,000 cells per well were plated on a 96-well U-bottom plate. Then, 40,000 sorted naive CD4^+^ T cells from CD45.1 *Foxp3*^DTR^ mice (CD4^+^TCRβ^+^GFP^−^CD62L^hi^CD44^lo^) and 100,000 red blood cell-lysed splenocytes from *Tcrb*^−/−^*Tcrd*^−/−^ mice were added to the culture. Next, anti-CD3 (145-2C11, BioXcell, BE0001-1) antibody was added to each well to a final concentration of 1 mg ml^−1^. Cells were treated with 5-ph-IAA daily (5 mM). Cells were incubated in cell culture medium (200 ml per well) for 72 h with 5% CO_2_ and then prepared for flow cytometry as described above. CTV-labeled Naive CD4^+^ T cells that were divided more than four times were used to calculate T_reg_ cell-mediated suppression with the following formula: %Suppression (sample X) = (%divided (no T_reg_) − %divided (sample X))/(%divided (no T_reg_)), where sample X refers to any given sample.

### Histology

Tissues were fixed in 10% neutral buffered formalin, transferred into 70% alcohol and sent to the HistoWiz for the downstream services. In brief, tissues were embedded in paraffin and sectioned into 5-mm slices followed by H&E staining. Lymphocytic infiltration was blindly scored with the criteria, 0, normal; 1, mild increase; 2, moderate increase; and 3, severe increase.

### 5-ethynyl-2’-deoxyuridine labeling

Mice were injected i.p. with EdU (5 mg per mouse, MedChemExpress, HY-118411) for three consecutive days. Cells were stained with surface and intracellular antibodies as described above. To stain for EdU, a click reaction was performed after staining with intracellular antibodies. In brief, cells were incubated in the Click Reaction Buffer (CuSO_4_ 16.67 mM (Fisher Science Education,7758-98-7), BTTAA(2-(4-((bis((1-(tert-butyl)-1H-1,2,3-triazol-4-yl)methyl)amino)methyl)-1H-1,2,3-triazol-1-yl)acetic acid) 41.67 mM (Jena Bioscience, CLK-067-100), picolyl-azide Alexa Fluor 555 1.25 µM (Jena Bioscience, CLK-1288-5), sodium ascorbate 100 mM (Spectrum, 134-03-2), H_2_O and PBS, pH 7.4) for 1 h at room temperature followed by extensive washing before recording data on the cytometer.

### B16 melanoma model

B16-OVA melanoma cells^57^ were cultured in RPMI medium supplemented with 10% FBS (Gibco), 100 U ml^−1^ penicillin–streptomycin at 37 °C in a humidified incubator with 5% CO_2_. Cells were maintained in logarithmic growth phase and collected at ~70–80% confluency using 0.05% trypsin-EDTA. Cells were washed twice with sterile PBS. For tumor implantation, 1.5 × 10^6^ cells in 100 μl sterile PBS were injected subcutaneously into the right flank of mice using a 27G needle. Starting from day 5 after tumor implantation, mice were injected daily with 5-ph-IAA.Mice were monitored daily for general health and tumor growth. Tumor dimensions were measured using calipers and the volume was calculated using the formula (length × width²)/2.

### Bulk RNA-seq and data analysis

For bulk RNA-seq from adult female *Foxp3*^AID/+^*ROSA26*^WT^ and *Foxp3*^AID/+^*ROSA26*^TIR1(F74G)^ mice, single cell suspensions from pooled SLOs or thymus were enriched for CD4^+^ T cells as described above. CD4^+^TCRβ^+^ZsGreen^+^CD62L^hi^CD44^lo^ resting T_reg_ cells and CD4^+^TCRβ^+^ZsGreen^+^CD62L^lo^CD44^hi^ activated T_reg_ cells from the SLOs, as well as CD4^+^TCRβ^+^ZsGreen^+^CD73^−^ nascent T_reg_ cells from the thymus, were double sorted into TRIzol Reagent (Thermo Fisher, 15596-018). RNA extraction was then performed according to the manufacturer’s instructions. In brief, phase separation in cells lysed in 1 ml TRIzol Reagent was induced with 200 µl chloroform. RNA was extracted from 350 µl of the aqueous phase using the miRNeasy Micro kit (QIAGEN cat. no. 217084) on the QIAcube Connect (QIAGEN) according to the manufacturer’s protocol. Samples were eluted in 15–18 µl RNase-free water.

After RiboGreen quantification and quality control by Agilent BioAnalyzer, 1–2 ng total RNA with RNA integrity numbers ranging from 5.5 to 9.3 underwent amplification using the SMART-Seq v.4 Ultra Low Input RNA kit (Clonetech cat. no. 63488), with 12 cycles of amplification. Subsequently, 4.5–8 ng of amplified cDNA was used to prepare libraries with the KAPA Hyper Prep Kit (Roche 07962363001) using eight cycles of PCR. Samples were barcoded and run on a NovaSeq 6000 in a PE100 run, using the NovaSeq 6000 S4 Reagent kit (200 cycles) (Illumina). An average of 58 million paired reads were generated per sample and the percent of mRNA bases per sample ranged from 79% to 87% and ribosomal reads averaged 0.35%.

Bulk RNA-seq was aligned to the mm39 reference using the STAR aligner v.2.7.10b run with default settings. Reads were counted using Rsubread FeatureCounts v.2.8.2 to create gene count matrices with the following settings:–primary -C -Q 30–countReadPairs -B -p.

For bulk RNA sequencing of in vitro activated and Foxp3-degraded cells (Fig. 6g), cells from *Foxp3*^AID/y^*ROSA26*^WT^ and *Foxp3*^AID/y^*ROSA26*^TIR1(F74G)^ were isolated from pooled SLOs and enriched for CD4^+^ T cells as described above. T_reg_ cells (CD4^+^TCRβ^+^ZsGreen^+^, mCherry^−^ for *ROSA26*^WT^ and mCherry^+^ for *ROSA26*^TIR1(F74G)^) were FACS sorted and cultured at a density of 1 × 10^6^ cells per ml in complete RPMI (RPMI 1640 medium supplemented with 10% FBS, 100 U m^−1^ penicillin–streptomycin, 2 mM L-glutamine, 10 mM HEPES and 50 µM β-mercaptoethanol), recombinant human IL-2 (2,000 U ml^−1^) and Dynabeads Mouse T-Activator CD3/28 (2:1 bead-to-cell ratio, Gibco). T_reg_ cells were cultured at 37 °C in a humidified incubator with 5% CO_2_ for 3 days. T_reg_ cells were washed with complete RPMI, resuspended at a density of 1 × 10^6^ cells per ml in complete RPMI, and rested in the incubator for 2 h, after which 5-ph-IAA (5 mM) was added to the medium. After 7 h, cells were lysed in RNA lysis buffer and RNA was extracted using the Quick-RNA Microprep kit (Zymo Research). Five technical replicates were performed for each genotype. RNA was quantified by NanoDrop. RNA-seq libraries were generated using the BRB-seq kit (Alithea Genomics) as per the manufacturer’s instructions. Then, 200 ng RNA per sample was used as input. Final sequencing libraries were run on an AVITI instrument (Element Biosciences) with the following read structure: index 1, eight cycles; index 2, eight cycles; read 1, 28 cycles; and read 2, 90 cycles. An average of 5.7 million reads and 3.9 million unique molecular identifiers (UMIs) were acquired per sample. FASTQ files were aligned to the GRCm39 reference genome and a counts matrix was generated using STARsolo^58^ following commands provided in the Alithea Genomics BRB-seq user guide (v.0.8.1. rev A August 2024).

### Single-cell RNA analysis of SLO T_reg_ cells

*Foxp3*^AID/+^*ROSA26*^WT^ and *Foxp3*^AID/+^*ROSA26*^TIR1(F74G)^ mice were treated with 5-ph-IAA for 0, 3 and 7 days. Enriched CD4^+^ T cells from the spleen and lymph nodes were barcoded using hashtag oligonucleotides (BioLegend). FACS-sorted *Foxp3*^AID^*R26*^WT^ and *Foxp3*^AID^*R26*^TIR1(F74G)^ T_reg_ cells (four biological replicates of each genotype) within each time point were multiplexed together, washed once with PBS containing 0.04% BSA and resuspended in PBS containing 0.04% BSA to a final concentration of 700–1,200 cells per μl. For each time point, RNA sequencing was performed in one lane on a Chromium instrument (10x Genomics) following the user guide manual for 3′ v.3.1. The viability of cells was above 80%, as confirmed with 0.2% (w/v) Trypan blue staining (Countess II). Approximately 30,000 cells were targeted. Following reverse transcription and cell barcoding in droplets, emulsions were broken and cDNA was purified using Dynabeads MyOne SILANE followed by PCR amplification as per the manual instructions. Final libraries were sequenced on Illumina NovaSeq 6000-S4 platform (R1, 28 cycles; i7, eight cycles; and R2, 90 cycles). Single-cell RNA-seq count matrices were generated using Cell Ranger v.6.1.2. Replicates from the same day of treatment (Tir1 or WT) were demultiplexed using hashtag oligonucleotides. This resulted in a filtered UMI matrix containing 45,314 cells and 32,285 genes, which was analyzed using Scanpy v.1.9.3. Cells were filtered based on mitochondrial counts and gene expression levels. Lowly expressed genes, nonprotein-coding genes, pseudogenes and genes corresponding to TCR/BCR were removed from the data. Gene expression was normalized using Pearson residual normalization with theta = 1. Principal-component analysis (PCA) was run with 100 principal components (PCs) and a *k*-nearest neighbors (*k*-NN) graph was established with *k* = 30. Leiden clustering was run with a resolution of 1. UMAP was run with default parameters. Clusters were scored using gene sets from ImmGen. Two clusters (342 cells) scoring high in pDC and NK gene signatures were filtered out. Together, this resulted in a filtered gene expression matrix of 39,256 cells and 9,155 genes. To remove the effect from genes that were differential due only to genotype (WT/Tir) and not the degradation of Foxp3, we identified differential genes between D0 Tir1 and D0 WT using DESeq2 and filtered these genes out from the data matrix, resulting in a matrix of 39,256 cells and 9,119 genes. Cells were then re-clustered according to the protocol (PCA, *k*-NN, Leiden and UMAP) described above.

### Single-cell RNA-seq analysis of intratumoral T_reg_ cells

Single-cell preparation was performed using GEM-X Flex (10x Genomics). *Foxp3*^AID/y^*ROSA26*^WT^ and *Foxp3*^AID/y^*ROSA26*^TIR1(F74G)^ mice (three per group) were injected subcutaneously with 1.5 × 10^6^ B16-OVA cells in 100 μl sterile PBS. Starting on day 5 post-implantation, 200 μg 5-ph-IAA in 200 μl was injected i.p. daily. On day 14 post-implantation, tumors were processed and prepared for sequencing using the GEM-X Flex assay (10x Genomics). Following dissociation into single-cell suspensions, cells were stained with fluorescent and TotalSeq-C anti-mouse hashtag antibodies (BioLegend) and washed extensively. Cells from each mouse were stained with a unique hashtag antibody. Cells were pooled and fixed in Fixation Buffer B (10x Genomics) at 4 °C for 18 h. After quenching and washing cells as per the manufacturer’s instructions (10x Genomics, demonstrated protocol CG000782 Rev A), cells were resuspended in 500 μl Quenching Buffer B. Reporter-positive live/dead stain negative T_reg_ cells (CD45^+^CD3^+^TCRβ^+^CD8α^−^CD4^+^ZsGreen^+^mCherry^+^ for *R26*^TIR1(F74G)^ mice or mCherry^−^ for *R26*^WT^ mice) were isolated from fixed single-cell suspensions using FACS and sorted into PBS with 1% nuclease-free BSA Fraction V (Millipore Sigma, 126609) and 0.2 U μl^−1^ RNase-inhibitor (Millipore Sigma, PN-3335399001). Following FACS isolation, cells were spun down, resuspended in 200 μl of Quenching Buffer B and pooled to normalize cell numbers between different mice. The remaining steps were performed as per the manufacturer’s instructions (10x Genomics, user guide CG000788 Rev A). In brief, cells were hybridized for 18 h, washed and encapsulated in one lane targeting 60,000 cells. Indexing PCR steps were performed using nine amplification cycles for both the gene expression and cell surface protein libraries. Final sequencing libraries were sequenced on an Illumina NovaSeq X Plus System (index 1, ten cycles; index 2, ten cycles; read 1, 28 cycles; and read 2, 88 cycles).

FASTQ files were processed using Cell Ranger v.9.0 and reads were aligned to the Chromium Mouse Transcriptome Probe Set v.1.1.0 GRCm39-2024-A (10x Genomics). Cells containing fewer than 1,000 UMI counts or 1,000 unique genes were filtered out. Cells containing more than 5% mitochondria-derived transcripts were filtered out. Genes that were expressed in >5 cells were retained for further analysis. Hashtag antibody data were demultiplexed using HashSolo with the following prior probabilities (negative, 0.01; singlet, 0.81; and doublet, 0.18). Cells called doublet or negative were filtered out. The resulting count matrix consisted of 35,367 cells × 19,088 genes and was normalized to median UMI counts. The normalized data were then ln(1 + counts)-transformed for downstream analysis.

### Single-cell RNA-seq analysis of tissue T_reg_ cells

Single-cell preparation was performed using GEM-X Flex (10x Genomics). *Foxp3*^AID/+^*ROSA26*^WT^ and *Foxp3*^AID/+^*ROSA26*^TIR1(F74G)^ mice were treated with 5-ph-IAA for 7 days (four per group) as described above. Animals were killed and perfused with 20 ml PBS. SLOs, lung and liver were collected and digested as described above. LILP was processed as follows. Dissected large intestines (from cecum to anus) were placed in 3 ml wash medium (RPMI 1640, 2% FBS, 10 mM HEPES buffer, 1% penicillin–streptomycin and 2 mM L-glutamine) on ice until they were ready to be processed. Samples were centrifuged at 700*g* for 4 min at 4 °C unless mentioned otherwise. Each large intestine was placed in a 50-ml screw-cap tube with 25 ml wash medium supplemented with 5 mM EDTA and 1 mM dithiothreitol and shaken horizontally at 250 rpm for 15–20 min at 37 °C to remove the epithelial layer. After a brief vortex, the suspension was filtered through a tea strainer. Intact tissue from the filter was quickly rinsed in PBS and placed into new 50-ml tubes and digested by shaking in 25 ml wash medium supplemented with 0.2 U ml^−1^ collagenase A and 1 U ml^−1^ DNase I, along with four ceramic beads, at 250 rpm for 45 min at 37 °C. The suspension was then passed through a 100-μm strainer, centrifuged and the pellets were washed by centrifugation in 40% Percoll in wash medium. Percoll-washed cell pellets were washed once with staining buffer (PBS with 2% FBS and 2 mM EDTA) and used for downstream analysis.

Following dissociation into single-cell suspensions, cells were stained with fluorescent and TotalSeq-C anti-mouse hashtag antibodies (BioLegend) and washed extensively. For each genotype, cells from individual mice and tissues were stained with a unique hashtag antibody. Cells from each genotype were pooled and fixed in Fixation Buffer B (10x Genomics) at 4 °C for 24 h. After quenching and washing of cells per manufacturer instructions (10x Genomics, demonstrated protocol CG000782 Rev A), cells were resuspended in 500 μl Quenching Buffer B. Reporter-positive live/dead stain negative T_reg_ cells (CD45^+^CD3^+^TCRβ^+^CD8α^−^CD4^+^ZsGreen^+^mCherry^+^ for *R26*^TIR1(F74G)^ mice or mCherry^−^ for *R26*^WT^ mice) were isolated from fixed single-cell suspensions using FACS and sorted into PBS with 1% nuclease-free BSA Fraction V (Millipore Sigma, 126609) and 0.2 U μl^−1^ RNase-inhibitor (Millipore Sigma, PN-3335399001). Following FACS isolation, cells were spun down, resuspended in 500 μl Quenching Buffer B, 50 μl Enhancer and 137.5 μl 50% glycerol, and stored at –80 °C until further processing. On the day of processing, cells were thawed and washed as per the manufacturer’s instructions. Probe hybridization was performed as per the manufacturer’s instructions. Cells from *ROSA26*^TIR1(F74G)^ and *ROSA26*^WT^ genotypes were hybridized with separately barcoded probes. The remaining steps were performed as per the manufacturer’s instructions (10x Genomics, user guide CG000788 Rev A). In brief, cells were hybridized for 18 h and washed. Cells from this experiment and the *Foxp3*^DTR^ versus *Tcrbd* KO experiment, which were hybridized with unique barcoded probes, were pooled and encapsulated in one lane targeting 80,000 cells. Indexing PCR steps were performed using nine amplification cycles for both the gene expression and cell-surface protein libraries. Final sequencing libraries were sequenced on an Element Biosciences AVITI24 system (index 1, ten cycles; index 2, ten cycles; read 1, 28 cycles; and read 2, 90 cycles).

FASTQ files were processed using Cell Ranger v.9.0 and reads were aligned to the Chromium Mouse Transcriptome Probe Set v.1.1.0 GRCm39-2024-A (10x Genomics). Cells containing fewer than 800 UMI counts or 800 unique genes were filtered out. Cells containing more than 5% mitochondrial derived transcripts were filtered out. Genes that were expressed in >10 cells were retained for further analysis. Hashtag antibody data were demultiplexed using HashSolo with the following prior probabilities (negative, 0.01; singlet, 0.91; and doublet, 0.08). Cells called doublet or negative were filtered out. The resulting count matrix consisted of 32,709 cells × 19,087 genes and was normalized to median UMI counts. The normalized data were then ln(1 + counts)-transformed for downstream analysis.

### Single-cell RNA-seq analysis of adoptively transferred T_reg_ cells

Single-cell preparation was performed using GEM-X Flex (10x Genomics). On the day of transfer (day 0), cells from *Foxp3*^AID/y^*ROSA26*^WT^ and *Foxp3*^AID/y^*ROSA26*^TIR1(F74G)^ were isolated from pooled SLOs and enriched for CD4^+^ T cells as described above. T_reg_ cells (CD4^+^TCRβ^+^ZsGreen^+^, mCherry^−^ for *ROSA26*^WT^ and mCherry^+^ for *ROSA26*^TIR1(F74G)^) were FACS sorted. Similarly, CD4^+^TCRβ^+^CD44^−^CD62L^+^CD25^−^ (T_conv_) cells were FACS sorted from pooled SLOs of CD45.1 mice. Cells were pooled in appropriate ratios. First, a 1:1 mixture of *ROSA26*^WT^ and *ROSA26*^TIR1(F74G)^ T_reg_ cells was created. A portion of this mixture was further pooled with an equal number of T_conv_ cells. Distribution of cells in these pools was verified by flow cytometric analysis. Cells were washed twice with sterile PBS and resuspended at an appropriate concentration. For transfer into *Foxp3*^DTR^CD45.1 mice, 1 × 10^6^ cells from the T_reg_ cell-only pool (0.5 × 10^6^ *ROSA26*^WT^, 0.5 × 10^6^ *ROSA26*^TIR1(F74G)^) were injected retro-orbitally in 200 μl sterile PBS (four mice total). For transfer into *Tcrbd* KO mice, 4 × 10^6^ cells from the T_reg_ + T_conv_ pool (1 × 10^6^ *ROSA26*^WT^, 1 × 10^6^ *ROSA26*^TIR1(F74G)^, 2 × 10^6^ T_conv_) were injected retro-orbitally in 200 μl sterile PBS (four mice total). For continuous endogenous T_reg_ depletion, *Foxp3*^DTR^CD45.1 were injected i.p. with 1,000 ng DT in 200 μl sterile PBS on day –1 and day 0 followed by 500 ng on day 3 and day 6. Continuous Foxp3 degradation was maintained by daily 5-ph-IAA injections as described above. On day 7, animals were killed. Pooled SLOs were collected from each mouse and enriched for CD4^+^ T cells as described above. Following dissociation into single-cell suspensions, cells were stained with fluorescent and TotalSeq-C anti-mouse hashtag antibodies (BioLegend) and washed extensively. Cells from each mouse were stained with a unique hashtag antibody. Cells from individual *Foxp3*^DTR^ mice were pooled and cells from individual *Tcrbd* KO mice were pooled. Each pool was fixed in Fixation Buffer B (10x Genomics) at 4 °C for 20 h. After quenching and washing cells as per the manufacturer’s instructions (10x Genomics, demonstrated protocol CG000782 Rev A), cells were resuspended in 500 μl Quenching Buffer B. Reporter-positive live/dead stain negative T_reg_ cells (TCRβ^+^CD8α^−^CD4^+^ZsGreen^+^mCherry^+^ or mCherry^−^) were isolated from fixed single-cell suspensions using FACS and sorted into PBS with 1% nuclease-free BSA Fraction V (Millipore Sigma, 126609) and 0.2 U μl^−1^ RNase inhibitor (Millipore Sigma, PN-3335399001). mCherry^+^ and mCherry^−^ cells were sorted into separate tubes for each condition. All sorted mCherry^+^ cells were pooled and all sorted mCherry^−^ cells were pooled. Probe hybridization was performed as per the manufacturer’s instructions. Cells from mCherry^+^ and mCherry^−^ pools were hybridized with separately barcoded probes. Single-cell encapsulation and library preparation were performed together with the cross-tissue experiment as described above.

FASTQ files were processed using Cell Ranger v.9.0 and reads were aligned to the Chromium Mouse Transcriptome Probe Set v.1.1.0 GRCm39-2024-A (10x Genomics). Cells containing fewer than 800 UMI counts or 800 unique genes were filtered out. Cells containing more than 5% mitochondria-derived transcripts were filtered out. Genes that were expressed in >10 cells were retained for further analysis. Hashtag antibody data were demultiplexed using HashSolo with the following prior probabilities (negative, 0.01; singlet, 0.91; and doublet, 0.08). Cells called doublet or negative were filtered out. The resulting counts matrix consisted of 8,449 cells × 19,085 genes and was normalized to median UMI counts. The normalized data were then ln(1 + counts)-transformed for downstream analysis.

### Cluster frequency testing

Cluster enrichment was tested by calculating the fraction of cells from each sample belonging to each cluster. These fractions were calculated for all samples and a *t*-test was undertaken between conditions. *P* values were false discovery rate (FDR)-corrected using a Benjamini–Hochberg correction. When single-cell samples for WT and TIR1 were matched (taken from the same mouse), a paired *t*-test was used.

### Computational analysis of resting and activated T_reg_ cells

Active and resting cells were identified using bulk resting and activated T_reg_ cell gene signatures from Van der Veeken et al.^12^ (aTreg/rT_reg_, logFC > 0.5; FDR < 0.05). Scoring was performed using the sc.tl.score_genes function. Then, thresholds were used to categorize cells as resting, active or neither. For the D3/D7 SLO scRNA-seq dataset, cells with an active score 0.5 × s.d. above the mean were categorized as active (*n* = 6,731). Non-active cells with a resting gene score higher than 0.25 × s.d. below the mean were categorized as resting (*n* = 24,211). All other cells were labeled as ‘neither’. For the multi-tissue scRNA-seq dataset, dividing cells were first filtered out to account for different proportions among different tissues. Then, to account for differences across tissues, tissue-specific scoring was performed. Then, a cutoff was selected for each tissue to select the upper mode of cells after plotting the distribution of active scores. Specifically, the following cutoffs were used. For active cells, active was defined as cells with an active gene score >0.075 (LILP; *n* = 7,882), 0.02 (lung; *n* = 1,850), –0.01 (SLO; *n* = 677) and –0.01 (liver; *n* = 1055). For resting cells, resting was defined as non-active cells with a resting gene score > –0.075 (LILP), 0.05 (lung), 0.05 (SLO) and 0.1 (liver), and an active gene score <–0.12 (LILP), –0.12 (lung), –0.15 (SLO) and –0.15 (liver), resulting in the following number of resting cells: 25 (LILP), 4,202 (lung), 4,150 (SLO) and 2,581 (liver).

### Differential gene expression analysis

Differential gene expression for bulk RNA-seq data was carried out using DESeq2 v.1.42.0. Genes were filtered with a mean read count of 10. DESeq2 was run with the following formula after subsetting to samples from the same cell-type or condition: ~genotype. Differential genes were taken using an FDR cutoff of 0.05, except where otherwise stated. For single-cell data, raw read counts were pseudobulked by replicate and activation status, or for LILP data, by Leiden cluster. Genes with a mean expression per cell >5 × 10^−2^ were considered. Then, raw read counts were passed into DESeq2 to identify differential genes at an FDR of 0.05. For the TCRbd/DTR transfer scRNA-seq dataset, cells from WT and TIR1 were paired (taken from the same mouse). To account for this effect, DESeq2 was run with the following formula: ~genotype + mouse_id.

### Foxp3 ChIP-seq and ATAC-seq data analysis

Foxp3 peaks were analyzed from Konopacki et al.^18^ and lifted over to mm39 using pyliftover v.1.1.17. Foxp3 peaks were annotated to the nearest transcription start site (TSS) within 1 Mb using mm39 GENCODE GTF annotations. Only TSSs corresponding to genes with sufficient expression to be included in bulk RNA-seq analysis (mean read count >10) were included.

ATAC-seq reads were aligned using bowtie2. A peak atlas was generated by running MACS2 v.2.2.7.1. MACS2 was run with a *P* value cutoff of 0.05, –nomodel, –shift = –100 and –extsize of 200. Irreproducible discovery rate was run on replicates with a threshold of 0.2. 

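The deposited count table held 240778 windows, each spanning 201 bp from the start to the end given in its name, on 20 chromosomes. The paper's text does not name the genome build of the ATAC-seq alignment. Windows lay past the end of 7 chromosomes of GRCm39, and 55.7% of annotated start sites of GRCm38 against 8.42% of those of GRCm39 lay within 500 bp of a window centre, so the coordinates were read as GRCm38. Whether starts are counted from 0 or from 1 is not given, and they are printed as the window names give them. Of the windows, 133035 overlapped another window, so a read can be counted more than once, and joining overlapping windows left 158380 regions. The smallest mean count over the 14 libraries was 10.1, and no window was at 0 in every library.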

Reproducible peaks were merged into a single peak atlas and peak summits overlapping these peaks (*n* = 248,805) were used for quantification. Accessibility was quantified using Rsubread FeatureCounts v.2.8.2 and differential accessibility was calculated using DESeq2 v.1.42.0 with an FDR cutoff of 0.05.

### Motif analysis

The JASPAR2020 Mouse and Human Motif Databases were used to identify motifs at Foxp3 and ATAC-seq peaks using FIMO v.5.2.2 with a default *P* value cutoff of 1 × 10^−4^. Statistical enrichment for motifs was calculated using a Fisher exact test for differential enrichment within one peak set compared to a control peak set.

### FC–FC plots

For FC–FC plots between bulk RNA-seq experiments in the context of degradation and Foxp3 KO (Fig. 2), genes were labeled as shared if they shared the same sign in the log fold change and FDR < 0.05. For FC–FC plots between scRNA-seq experiments in the context of TCRbd/DTR or different organs, a more promiscuous threshold was applied to define ‘shared’ DEGs to account for the differences in statistical power between experimental conditions. First, all DEGs with an FDR < 0.05 across either condition were taken. A DEG (FDR < 0.05) in condition 1 was considered ‘shared’ in condition 2 if it met either of the following conditions in condition 2: (1) FDR < 0.2 with the same sign as in condition 1 or (2) |log fold change| > 0.5 with the same sign as in condition 1. The same conditions were applied for condition 2 DEGs with condition 1. This defined the set of all ‘shared’ DEGs. DEGs that were not shared were labeled as condition specific.

### Statistics

Statistical significance was determined using tests indicated in the respective figure legends. *P* values for *t*-tests and analyses of variance were calculated with GraphPad Prism v.7 and were corrected for multiple hypothesis testing.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41590-025-02295-4.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Table 1 List of DEGs upon Foxp3 degradation across all analyses.

## Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 1 Unprocessed gel image for Extended Data Fig. 1b.

Source Data Extended Data Fig. 2 Unprocessed gel image for Extended Data Fig. 2.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 9 Statistical source data.

Source Data Extended Data Fig. 10 Statistical source data.

## Data Availability

RNA-seq and ATAC-seq data generated in this study have been deposited in the Gene Expression Omnibus and are publicly available. Accession numbers are GSE297451 (bulk RNA-seq), GSE297597 (bulk ATAC-seq), GSE297598 (tumor scRNA-seq) and GSE297622 (tissue T_reg_ cell and adoptive transfer scRNA-seq). Source data are provided with this paper.

# Supplementary material for: Temporal and context-dependent requirements for the transcription factor Foxp3 expression in regulatory T cells
**Source:** Nat Immunol. 2025 Oct 8;26(11):2059–73. doi: 10.1038/s41590-025-02295-4
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data were collected on an Aurora cytometer (Cytek) using SpectroFlo v3.1.2 (Cytek).<br>ELISA data were recorded with Synergy HTX plate reader with Gen5 v3.02.2(BioTek).<br>Bulk RNA-seq libraries were sequenced on NovaSeq 6000 (Illumina).<br>scRNA-seq and scATAC-seq libraries were sequenced on an NovaSeq 6000 System (Illumina).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | Flow cytometry data were analyzed using FlowJo v10.6.1 (BD).<br>ELISA data were calculated with Gen5 3.02.2 (BioTek).<br>Statistical analyses of biological experiments were performed using Prism v10.0.<br>For RNA-seq experiment, STAR aligner and Genome Analysis Toolkit were used for alignment, R was used for measuring the raw count of reads per gene, and the DESeq2 R package was used to perform differential gene expression analysis.<br>For scRNA-seq, fastq files were processed using Cell Ranger (10x Genomics).<br>DNA sequence analysis was performed using SnapGene v8.0.1.<br>The code used for computational analysis is available at <a href="https://github.com/pritykinlab/scTir1_Analysis">https://github.com/pritykinlab/scTir1_Analysis</a> . The lead contacts can provide and any additional information required to reanalyze the data reported in this paper upon request. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq, and ATAC-seq data generated in this study have been deposited in GEO and are publicly available. Accession numbers are listed below.

Bulk RNA-seq: GSE297451

Bulk ATAC-seq: GSE297597

Tumor scRNA-seq: GSE297598

Tissue Treg and adoptive transfer scRNA-seq: GSE297622

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected.*

*Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status).*

*Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.)*

*Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No sample size calculation was performed. Whenever possible at least 2 independent biological replicates were analyzed. In vivo experiments were performed at least twice to ensure reproducibility.

### Data exclusions

In the bulk RNA-seq experiment in Figure 2, three biological replicates of each cell type were generated but Foxp3-AID R26-TIR1 resting Treg ended up being represented by only two because the third replicate seemed to be an outlier based on principal component analysis.

### Replication

All in vivo experiments were repeated at least twice and all attempts at replication were successful.

### Randomization

Mice were grouped according to genotype and all experiments were performed with sex-matched littermates.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a

Involvement in the study

☐

☒

Antibodies

☐

☒

Eukaryotic cell lines

☐

☐

Palaeontology and archaeology

☐

☒

Animals and other organisms

☐

☐

Clinical data

☐

☐

Dual use research of concern

☐

☐

Plants

Methods

n/a

Involvement in the study

☐

☐

ChIP-seq

☐

☒

Flow cytometry

☐

☐

MRI-based neuroimaging

## Antibodies

Antibodies used

The following antibodies and reagents were used in this study for flow cytometry, with clones, vendors, catalog numbers and dilutions as indicated: anti-Siglec-F (E50-2440, BD, 562681, 1:400), anti-I-A/I-E (M5/114.15.2, Biosciences, 566086, 1:1,200), anti-NK1.1 (PK136, Thermo Fisher, 47-5941-82, 1:400), anti-CD45 (30-F11, BioLegend, 103136, 1:600), anti-CD11b (M1/70, BioLegend, 101257, 1:800), anti-CD11b (M1/70, BD Biosciences, 363-0112-82, 1:400), anti-CD3e (17A2, BioLegend, 100237, 1:500), anti-γδTCR (GL3, BD Biosciences, 750410, 1:300), anti-Cd278 (C398.4A, BD Biosciences, 567918, 200), anti-TCR beta (H57-597, BD Biosciences, 748405, 1:300), Anti-TCR beta (H57-597, Thermo Fisher, 47-5961-82, 1:300), anti-TCR beta (H57-597, BioLegend, 109227, 1:200), anti-TCR beta (H57-597, Thermo Fisher, 12-5961-83, 1:400), anti-CD153 (RM153, BD Bioscience, 741575, 1:400), anti-CD24 (M1/69, Thermo Fisher, 46-0242-82, 1:800), anti-CD304 (3E12, BioLegend, 145209, 1:300), anti-CD3 (IM7, BioLegend, 103049, 1:400), anti-CD44 (IM7, BD Biosciences, 563971, 1:400), anti-CD44 (IM7, BioLegend, 103026, 1:100), anti-ZsGreen (polyclonal, Frontier Institute co.,ltd, MSFR106470, 1:800), anti-KLRG1 (2F1, Thermo Fisher, 35-5893-82), anti-CD39 (24DMS1, Thermo Fisher, 25-0391-82, 1:400), anti-TCF1 (C63D9, Cell signaling, 6709, 1:200), anti-IL-10 (JES5-16E3, BioLegend, 505021, 1:200), anti-CD4 (RM4-5, BD Biosciences, 414-0042-82, 1:400), anti-CD4 (RM4-5, BioLegend, 100536, 1:400), anti-CD4 (RM4-5, Thermo Fisher, 47-0042-82, 1:400), anti-CD4 (RM4-5, BioLegend, 100548, 1:400), anti-TNFα (MP6-XT22, BioLegend, 506329, 1:400), anti-IFNγ (XMG1.2, BioLegend, 505836, 1:200), anti-IL-22 (1H8PWSR, Thermo Fisher, 46-7221-80, 1:400), anti-IL13 (eBio13A, Thermo Fisher, 12-7133-82, 1:400), anti-IL-4 (11B11, Thermo Fisher, 17-7041-82, 1:300), anti CD11c (N418, Thermo Fisher, 48-0114-82, 1:200), anti-Ly6c (HK1.4, BioLegend, 128037, 1:1,200), anti-Ly6C (HK1.4, BioLegend, 128041, 1:1000), anti-CD122 (TM-β1, BD Bioscience, 564763, 1:200), anti-GARP (YGIC86, Thermo Fisher, 25-9891, 1:200), anti-CD86 (GL1, Thermo Fisher, 12-0862-85, 1:400), anti-Ly6G (1A8, BioLegend, 127618, 1:500), anti-CD64 (X54-5/7.1, BioLegend, 139306, 1:200), anti-CD127 (A7R34, Tonbo Bioscience, 20-1271-U100, 1:200), anti-CD122 (5H4, Thermo Fisher, 13-1221-82, 1:200), anti-Guinea Pig (polyclonal, Thermo Fisher, SA5-10094, 1:1,000), anti-FR4 (12A5, BD Biosciences, 744121, 1:200), anti-FR4 (12A5, BD Biosciences, 560318, 1:200), anti-OX40 (OX-86, Thermo Fisher, 46-1341-82, 1:300), anti-CD120b (TR75-89, BD Bioscience, 564088, 1:200), anti-CD103 (M290, BD Biosciences, 566118, 1:300), anti-Ly-6C (HK1.4, BioLegend, 128037, 1:1,000), anti-CD90.2 (30-H12, BioLegend, 105320, 1:800), anti-CD90.2 (53-2.1, BD Biosciences, 564365, 1:1,500), anti-Foxp3 (FJK-16s, Thermo Fisher, 48-5773-82, 1:200), anti-Foxp3 (FJK-16s, Thermo Fisher, 17-5773-82, 1:200), anti-CD19 (6D5, BioLegend, 115510, 1:600), anti-F4|80 (BM8, BioLegend, 123133, 1:200), anti-CD4 (RM4-5, EBioscience, 564667, 1:400), anti-CD4 (RM4-5, BioLegend, 100553, 1:400), anti-CD8α (53-6.7, BioLegend, 100780, 1:600), anti-CD8α (53-6.7, BioLegend, 564297, 1:400), anti-CD8α (53-6.7, BioLegend, 100752, 1:500), anti-GITR (DTA-1, Thermo Fisher, 48-5874-82, 1:500), anti-CD73 (eBioTY/11.8, Thermo Fisher, 46-0731-82, 1:400), anti-CD73 (TY/11.8, BioLegend, 127208, 1:400), anti-CD62L (MEL-14, BioLegend, 104441, 1:100), anti-CD62L (MEL-14, BD Biosciences, 565213, 1:600), anti-CD62L (MEL-14, BD Biosciences, 741230, 1:800), anti-CD62L (MEL-14, BioLegend, 104441, 1:400), anti-CD62L (MEL-14, BioLegend, 104438, 1:1,600), anti-CTLA4 (UC10-4B9, BioLegend, 106323, 1:200), anti-CTLA4 (UC10-4B9, Thermo Fisher, 12-1522-82, 1:400), anti-Helios (22F6, BioLegend, 137216, 1:400), anti-Helios (22F6, BioLegend, 137236, 1:400), anti-Eos (ESB7C2, Thermo Fisher, 12-5758-82, 1:400), anti-Ki-67 (SolA15, Thermo Fisher, 61-5698, 1:2,000), anti Ki67 (B56, BD Biosciences, 563757, 1:1,000), anti-Ki67 (SolA15, Fisher Scientific, 15-5698-82, 1:8,000), anti-CD25 (PC61, BD Biosciences, 564022, 1:300; Thermo Fisher, 17-0251-82, 1:400), anti-PD-1 (29F.1A12, BioLegend, 135225, 1:400), anti-CD45 (30-F11, BioLegend, 103157, 1:1,000), anti-IL-2 (JES6-5H4, BioLegend, 503818, 1:400), streptavidin (Thermo Fisher, 46-4317-82, 1:1,000), Picolyl-Azide (Jena Bioscience, CLK-1288-5), CTV (Thermo Fisher, C34557), Zombie NIR dye (BioLegend, 423105, 1:1,000), Sytox Blue (Thermo Fisher, S34857), anti-mouse CD16/32 (2.4G2, Tonbo, 70-0161-M001, 1:500).

The following antibodies were used for ELISA capturing in this study: Purified anti-mouse IL-13 (14-7133-68, Invitrogen, 88-7137-88), Purified anti-mouse IL-4 (14-7041-68A, Invitrogen, 88-7044-88), Purified anti-mouse IL-2 (eBioscience, 14-7022-68). Purified anti-mouse IgE (R35-72, BD Pharmingen, 553413), goat anti-mouse IgG1 (2794408, Southern Biotech, 1070-01), Goat Anti-Mouse IgG3 (2794567, Southern Biotech, 1100-01), Goat anti-mouse IgG2a (2794475, Southern Biotech, 1080-01), goat anti-mouse IgG2b (2794517, Southern Biotech, 1090-01), Goat Anti-Mouse IgG2c (2794464, Southern Biotech, 1079-01), goat anti-mouse IgA (2314669, Southern Biotech, 1040-01), goat anti-mouse IgM (2794197, Southern Biotech, 1020-01).

The following antibodies were used for ELISA detection in this study: biotin anti-mouse IL-13 (13-7135-68A, Invitrogen, 88-7137-88), anti-mouse IL-4 (13-7042-68C, Invitrogen, 88-7044-88), anti-mouse IL-2 (eBioscience, 33-7021-68), Goat Anti-Mouse Ig (2728714, Southern Biotech, 1010-05), biotin rat anti-mouse IgE (R35-118, BD Pharmingen, 553419).

The following reagents were used to construct standard curves for ELISA in this study: mouse IL-4 lyophilized standard (39-8041-60, Invitrogen, 88-7044-88), mouse IL-13 lyophilized standard (39-7137/2EB-60, Invitrogen, 88-7137-88), mouse IL-2 (Thermo Fisher 212-12-5UG), purified Mouse IgG1, kappa, Isotype Control (15H6, Southern Biotech, 0102-01), purified mouse IgG2a, kappa, Isotype Control (UPC-10, Sigma, M5409), IgG2b Isotype Control from murine myeloma (MOPC-141, Sigma, M5534), Mouse IgG2c (6.3, AB\_2794064, Southern Biotech, 0122-01), Purified Mouse IgG3, kappa, Isotype Control (A112-3, BD Pharmingen, 553486), Purified Mouse IgA, kappa, Isotype Control (M18-254, BD Pharmingen, 553476), IgM Isotype Control from murine myeloma (MOPC 104E, Sigma, M5909), Purified Mouse IgE, kappa, Isotype Control (C38-2, BD Pharmingen, 557079).

All antibodies are routinely QC'ed by the manufacturer for their specificity. The optimal dilution factor is determined in house by titration.

#### Validation

All above antibodies are well validated commercial clones or preps routinely QC'ed by the manufacturer.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

#### Cell line source(s)

293T cells were originally purchased from ATCC (CRL-3216). B16-OVA cells were gifted by James Allison.

#### Authentication

Cells were not authenticated. However, the 293 T cells maintained their ability to produce high titer retrovirus throughout the study, and the B16-OVA cells maintained their ability to form a black tumor subcutaneously.

#### Mycoplasma contamination

Cells were routinely tested for mycoplasma contamination and remained negative throughout the study.

#### Commonly misidentified lines (See [ICLAC](#) register)

NA

## Palaeontology and Archaeology

#### Specimen provenance

*Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information). Permits should encompass collection and, where applicable, export.*

#### Specimen deposition

*Indicate where the specimens have been deposited to permit free access by other researchers.*

#### Dating methods

*If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.*

☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.

#### Ethics oversight

*Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

Foxp3-AID R26-WT, Foxp3-AID R26-TIR1, Foxp3-fl, Cd4-creERT2, Foxp3-DTR, TCRbd double knockout, C57BL/6, and Foxp3 knockout mice were used at 1 day or 6-10 weeks of age as described in the manuscript. All experiments were performed using sex-matched littermate controls whenever possible.

#### Wild animals

*Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.*

#### Reporting on sex

Both male and female mice were used in this study. Because Foxp3 is an X chromosome linked gene, Foxp3-AID/WT heterozygous female mice were used to eliminate cell-extrinsic effects upon Foxp3 degradation (Figure 2, Figure 3, Figure 4a-d, Figure 5a-f). Foxp3AID/y hemizygous males were used in other experiments to assess the immunological consequence of Foxp3 degradation in vivo (Figure 1, Figure 5g-o, Figure 6, Figure 7).

#### Field-collected samples

NA

#### Ethics oversight

All animal experiments in this study were approved by the Sloan Kettering Institute Institutional Animal Care and Use Committee under protocol 08-10-023 or Yale University Institutional Animal Care and Use Committee under protocol 2023-20503.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration *Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.*

Study protocol *Note where the full trial protocol can be accessed OR if not available, explain why.*

Data collection *Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.*

Outcomes *Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.*

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                                  | Yes                                                 |
|-------------------------------------|-----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

### Experiments of concern

Does the work involve any of these experiments of concern:

| No                                  | Yes                                                                                                  |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

Seed stocks *Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

Novel plant genotypes *Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

Authentication *Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

#### Files in database submission

Provide a list of all files available in the database submission.

#### Genome browser session

(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

### Methodology

#### Replicates

Describe the experimental replicates, specifying number, type and replicate agreement.

#### Sequencing depth

Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.

#### Antibodies

Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.

#### Peak calling parameters

Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.

#### Data quality

Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.

#### Software

Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Animals were euthanized and perfused with 20 ml PBS. Cells were isolated from the lymphoid organs by meshing with the end of a syringe plunger through a 100 mm cell strainer (Corning, 07-201-432). Lungs and tumors were digested in RPMI 1640 with 2% FBS, 10 mM HEPES buffer, 100 U/mL penicillin-streptomycin, 2 mM L-glutamate, 0.2 U/mL collagenase A (Sigma, 11088793001) and 1U/mL DNase I (Sigma-Aldrich, 10104159001) for 45 min at 37°C with vigorous shaking at 250 r.p.m. 6.35mm ceramic beads (MP Biomedicals, 116540034) were included to help with tissue dissociation. The digested lungs and tumors were filtered through 70 mm separation filters (Miltenyi Biotec, 130-095-823), washed and centrifuged in PBS-adjusted 40% Percoll (Sigma Aldrich, 17-0891-01) to enrich for lymphocytes. Erythrocytes from spleen, lung and tumor were lysed by using of ACK lysis buffer (150 mM NH<sub>4</sub>Cl (Sigma-Aldrich, A9434), 10 mM KHCO<sub>3</sub> (Sigma-Aldrich, P7682) and 0.1 mM Na<sub>2</sub>EDTA at pH 7.4).

For flow cytometry staining cells were stained with Zombie NIR dye in PBS for 10 min at 4°C to identify the dead cells followed by staining with anti-mouse CD16/32 in Staining Buffer (PBS with 0.2% BSA, 10 mM HEPES buffer and 2 mM EDTA) for 10 min at 4°C to block the Fc receptors. Next, cells were stained with fluorescently conjugated antibodies detecting cell surface antigens for 30 minutes at 4°C. To access the intracellular antigens, cells were fixed and permeabilized with eBioscience transcription factor staining buffer set (00-5523-00) according to the manufacturer's instructions.

To measure cytokine production following ex-vivo stimulation, single cell suspension was incubated with 5% CO<sub>2</sub> at 37°C for 4 hours in the cell culture media (RPMI 1640 media supplied with 10% FBS, 100 U/mL penicillin-streptomycin, 2mM L-Glutamine, 10 mM HEPES buffer, 50 µM β-mercaptoethanol) supplied with 50ng/ml phorbol-12-myristate-13-acetate (Sigma-Aldrich, P8139), 500ng/ml ionomycin (Sigma-Aldrich, I0634), 2µM monensin (Sigma-Aldrich, M5273), 1µg/ml brefeldin A (Sigma-Aldrich, B6542). Cells were stained for flow cytometry as described above except for the fixation/permeabilization step and cytokine staining in which case BD Cytofix/Cytoperm Kit (BD Biosciences, 554715) was used according to the manufacturer's instructions.

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | Flow cytometry data was collected on a 5-laser Aurora cytometer (Cytek)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Software                  | Flow cytometry data was recorded using SpectroFlo software v3.1.2 and analyzed using FlowJo v10.10.0.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Cell population abundance | Post sort purity was routinely examined by flow cytometry. scRNA-seq and scATAC-seq, as well as functional assay samples were sorted to a purity of at least 95%. Bulk RNA-seq samples were double sorted to a purity of at least 99%.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Gating strategy           | <p>Gating strategy of Foxp3-AID Treg cells:</p> <ol style="list-style-type: none"> <li>1. Lymphocyte gating based on FSC-A and SSC-A.</li> <li>2. Singlet gating based on FSC-W and FSC-H, followed by SSC-W and SSC-H.</li> <li>3. Gate on CD4 T cells: CD4+TCRb+.</li> <li>4. Gate on Treg cells: CD4+TCRb+ZsGreen+ from R26-WT mice; CD4+TCRb+ZsGreen+mCherry+ from R26-TIR1(F74G) mice.</li> <li>5. In some experiments, resting (CD62hiCD44lo) and activated (CD62LloCD44hi) Treg cells were sorted separately.</li> </ol> <p>Gating strategy for naive CD4 T cells from Foxp3-DTR mice:</p> <ol style="list-style-type: none"> <li>1. Lymphocyte gating based on FSC-A and SSC-A.</li> <li>2. Singlet gating based on FSC-W and FSC-H, followed by SSC-W and SSC-H.</li> <li>3. Gate on CD4 T cells: CD4+TCRb+.</li> <li>4. Gate on naive CD4 T cells: CD4+TCRb+GFP-CD62hiCD44lo.</li> </ol> <p>Gating strategy for Treg wannabe cells with and without Foxp3-restoration.</p> <ol style="list-style-type: none"> <li>1. Lymphocyte gating based on FSC-A and SSC-A.</li> <li>2. Singlet gating based on FSC-W and FSC-H, followed by SSC-W and SSC-H.</li> <li>3. Gate on CD4 T cells: CD4+CD3+TCRb+.</li> <li>4. Treg wannabe cells from Foxp3-LSL Cd4-WT mice were gate as Thy1.1+GFP-; Foxp3 restored Treg wannabe cells from Foxp3-LSL Cd4-creERT2 mice were gated as CD4+TCRb+Thy1.1+/-GFP+.</li> <li>5. Resting (CD62hiCD44lo) and activated (CD62LloCD44hi) Treg wannabe cells (with or without Foxp3 restoration) were sorted separately.</li> </ol> |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

|                                 |                                                                                                                                                                                                                                                            |
|---------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Design type                     | Indicate task or resting state; event-related or block design.                                                                                                                                                                                             |
| Design specifications           | Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.                                                                  |
| Behavioral performance measures | State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects). |

### Acquisition

|                               |                                                                                                                                                                                    |
|-------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Imaging type(s)               | Specify: functional, structural, diffusion, perfusion.                                                                                                                             |
| Field strength                | Specify in Tesla                                                                                                                                                                   |
| Sequence & imaging parameters | Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle. |
| Area of acquisition           | State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.                                                             |
| Diffusion MRI                 | <input type="checkbox"/> Used <input type="checkbox"/> Not used                                                                                                                    |

### Preprocessing

|                            |                                                                                                                                                                                                                                         |
|----------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Preprocessing software     | Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).                                                                       |
| Normalization              | If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization. |
| Normalization template     | Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.                             |
| Noise and artifact removal | Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).                                                                 |

Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

☒ ☐ Functional and/or effective connectivity☒ ☐ Graph analysis☒ ☐ Multivariate modeling or predictive analysis

How the deposited data were processed for this re-analysis (not part of the article)

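Chromatin accessibility was measured by bulk ATAC-seq in Treg cells from spleen and lymph nodes of Foxp3AID mice treated with 5-ph-IAA. By the sample labels, 4 R26TIR1(F74G) and 4 R26WT mice were taken on day 3 and 3 R26TIR1(F74G) and 3 R26WT mice on day 7. Conditions and replicate numbers were taken from the labels, and each of the 14 columns of the table was matched to its sample by the mouse named in both. No column was left unmatched.

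The authors aligned reads with bowtie2, called peaks with MACS2, kept peaks that were reproducible between replicates, merged them into one set and counted reads at the summits with featureCounts. The deposited values are these counts, raw and per library, in 240778 windows. The paper gives 248805 windows, 8027 more, and every deposited window has a mean count of at least 10.1 over all libraries. No filter on ATAC-seq windows is named in the paper's text. The steps from reads to counts, including any handling of duplicate reads and of the transposase offset, are contained in the counts and could not be varied.

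Counts were analyzed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with Python 3.11.15. The main test was edgeR's quasi-likelihood test with TMM normalization, on windows with a mean count of at least 10 in the samples of the comparison, with Benjamini-Hochberg adjustment and a threshold of 0.05. It was run between genotypes on day 7, between genotypes on day 3, over both days with day as a term, and for the interaction of day and genotype. Standard errors are those implied by the fold change and its test statistic. Values in CPM use TMM factors over all 14 libraries, and intervals between mice are SDs. Counts from PCR without molecular identifiers are not independent molecules.

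Gene positions were used as start and end only, and exons were not used here. Windows were assigned to the nearest start site of a protein-coding gene within 1 Mb, in RefSeq coordinates of GRCm38. Strand was taken by gene symbol from a GENCODE annotation, which gave it for 19819 of 21900 protein-coding genes. Windows named in the text are, for each comparison, the 3 with the largest log2 fold change in each direction among those past the threshold whose groups did not overlap, and for each of 11 genes named in the paper the window with the highest mean count. Sets of windows were tested with camera, with a preset correlation of 0.01, and with fry. The sets were the genes marked up (32) and down (38) in Fig. 3d, and short lists of markers of resting Treg cells (10), activated Treg cells (16), B cells (10), myeloid cells (9) and CD8 T cells (2). A list of 17 heat shock and early response genes was added after the day 7 windows were seen. Exact permutation tests, all two-sided and within each day, compared the mean log2 accessibility of a set between genotypes. Comparisons were repeated on other splits of the same samples, which were all 10 splits on day 7, all 35 on day 3 and 25 of 700 over both days.

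The test and the set tests were tested on simulated counts, drawn from the means, library sizes and dispersions of the real libraries with 200 windows changed. Of these, 78 were found in the day 7 design, 82 in the day 3 design and 111 over both days, with 2, 4 and 16 windows called that were unchanged. Windows were drawn independently, in a single draw per design, so correlation between windows of the same mouse was not simulated.

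The alternatives were DESeq2, other normalizations (DESeq2's size factors, total counts, count-dependent loess offsets), other filters on counts, other thresholds (0.01 and 0.1), autosomes only, each mouse left out in turn, replicate number as a block, library name terms (the prefix of the mouse name and, on day 3, the sequencing index group), a fit of all 14 libraries, other distances to start sites (100 kb and 2 kb) and a pseudocount of 0.1 in place of 0.5 for log2 values of single windows. Motif accessibility was not analysed here, since it needs the genome sequence of the build. Foxp3GFPKO and Foxp3GFP data were not used here.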

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

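The comparisons, the alternatives, the gene lists of Fig. 3d and the cell marker lists were set before the data were examined. The heat shock and early response list was added after the day 7 windows were seen, and its division after values of single genes were seen; the test of marker windows against the more accessible windows alone was chosen only after the result was seen.

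The paper's text gives chromatin accessibility for day 7; Extended Data Fig. 5c itself was not used here. With the libraries of both days in one fit, 27 of 240778 windows (0.0112%, in 24 regions) differed between R26TIR1(F74G) and R26WT mice, 13 more accessible and 14 less, with 16196 windows at an unadjusted p under 0.05. None of the 27 was among the 11 windows of day 7 alone. Their log2 fold changes had sizes from 0.46 to 1.41. Of 25 splits of the 14 mice within each day, drawn from 700, 1 gave as many differential windows, the split by genotype itself; the other 24 gave between 0 and 11, and 17 of them gave 0. By the number of windows at an unadjusted p under 0.05, however, 3 of the 25 splits were as high. With 25 splits, no share under 1 of 25 can be seen. In counts simulated for this design, 16 of the 127 windows called were unchanged ones. The number depended on single mice and ranged from 2 without day 7 R26WT replicate 2 to 56 without day 3 R26TIR1(F74G) replicate 1.

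The window with the smallest adjusted p over both days lies within Arhgap17 on chromosome 7 from 123354919 to 123355120, 14929 bp from the start site. It had 2.62 ± 0.44 CPM (SD, n = 7) in R26WT mice and 5.09 ± 0.54 (SD, n = 7) in R26TIR1(F74G) mice, a log2 fold change of 0.94 (adjusted p = 0.00129 from edgeR's quasi-likelihood test), and was higher in 7 of 7 R26TIR1(F74G) mice than in every R26WT mouse. Over the alternatives its log2 fold change stayed between 0.89 and 0.98; it passed the threshold in 24 of 25, with adjusted p from 0.000218 to 0.0102, and DESeq2 gave it no adjusted p. The other windows were named by size, not by p: the 3 largest log2 fold changes in each direction among differential windows whose groups did not overlap. Arhgap17 is among these as well. The other more accessible ones lie within Spata13 (chromosome 14, 60666299 to 60666500, log2 fold change 1.05) and Kat6b (chromosome 14, 21636636 to 21636837, 1.00). The less accessible ones lie near Ccl1 (chromosome 11, 82214431 to 82214632, -0.73) and within Fam83f (chromosome 15, 80681669 to 80681870, -0.66) and Cbx7 (chromosome 15, 79956550 to 79956751, -0.62). From Spata13 to Cbx7 in this order, the windows passed the threshold in 9 of 24, 10 of 24, 11 of 25, 10 of 25 and 10 of 25 alternatives, with adjusted p from 0.0189 to 0.273 over them.

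Several technical explanations were weighed for the 27 windows. Chromatin linked to the R26 locus could differ between the genotypes whatever Foxp3 does, but 0 of the 27 windows and 0 of the 11 windows of day 7 lay within 10 Mb of it. Contaminating B cells or myeloid cells in R26TIR1(F74G) samples would raise their marker windows along with the more accessible windows. Myeloid marker windows instead had a median log2 fold change of -0.11 and B cell marker windows one of -0.05, but neither lay beyond the spread between mice, so contamination cannot be told apart from other causes for the more accessible windows. For the less accessible windows it also stays open: camera gave p = 0.0158 for the myeloid list (lower in R26TIR1(F74G) mice), a call that does not hold under fry (0.153), and the exact permutation test of the mean over 7 against 7 mice gave 0.0971. Start sites of myeloid and B cell markers had a median of 2.65 and 1.33 CPM, against 3.91 for all genes, and the highest were Cd14 (4.48) and Ebf1 (3.50). The B cell list gave a camera p of 0.479 and the CD8 T cell list 0.710. A different share of activated cells cannot be told apart from an effect on the windows, because windows assigned to activated markers (camera p 0.971) and resting markers (0.249) also include ones open in both kinds of cell and a small shift would not show. Mouse names with one prefix were unevenly spread over the groups. With the prefix as a term, 15 windows passed, of which 12 were among the 27. The share of counts in highly accessible windows also differed. Its median on day 3 was 45.0% in R26TIR1(F74G) and 46.7% in R26WT mice, and on day 7 it was 46.0% and 47.1%. With count-dependent loess offsets 46 windows passed, of which 26 were among the 27. Effects of this share beyond those offsets were not tested. A difference between the genotypes that precedes degradation would also be shared by both days. It cannot be told apart from an effect of degradation, because no library came from mice before treatment. In its scRNA-seq data the paper removed genes that already differed between the genotypes before treatment. Its general sorting protocol also required mCherry for Treg cells of R26TIR1(F74G) mice only. An effect of Foxp3 degradation shared by both days remains a hypothesis, found and tested on the same mice.

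In groups of 4 mice on day 3, 4 values lay far from the other 3 mice of their group, among 74 groups examined; 3.7 would be so by chance. They are the Marveld2 window in R26TIR1(F74G) replicate 1 (9.17 CPM), the Arhgap17 window in R26TIR1(F74G) replicate 3 (6.26 CPM), the mean log2 accessibility of genes down in Fig. 3d in R26WT replicate 1 (-0.0095), and that of the heat shock and early response list in R26WT replicate 2 (-0.0438). R26TIR1(F74G) replicate 1 of day 3 is the library with the lowest depth. No biological explanation was tested for single mice.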

How the results depend on the processing

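The number of differential windows changed with the processing. On day 7 (11 windows), it was 0 with DESeq2 (6367 at an unadjusted p under 0.05), 22 with loess offsets, 4 without a filter, 46 with a mean count of at least 50, 0 at a threshold of 0.01, 26 at 0.1 and 1 with all 14 libraries in the fit. With the mouse name prefix as a term it was 0 (10349 at an unadjusted p under 0.05); on day 7 only R26TIR1(F74G) replicate 3 has the other prefix, so that fit leaves this mouse out of the comparison. It ranged from 0 (without R26TIR1(F74G) replicate 3) to 27 (without R26WT replicate 1) across the 6 fits that each left out 1 mouse, and these last 27 shared 3 windows with the 11. All 11 were among the windows found with loess offsets and with a mean count of at least 50. The split into more and less accessible windows moved from 7 and 4 to 7 and 8 with total counts (15 windows), 7 and 15 with loess offsets, 0 and 4 without a filter and 16 and 30 with a mean count of at least 50. With 1 mouse left out it was 15 and 12 without R26WT replicate 1, 9 and 12 without R26WT replicate 2, 1 and 8 without R26WT replicate 3, 1 and 6 without R26TIR1(F74G) replicate 1 and 14 and 6 without R26TIR1(F74G) replicate 2, so that neither direction prevailed throughout. The cause was not tested, except that the higher filter tests fewer windows.

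On day 3 (0 windows, 17785 at an unadjusted p under 0.05, smallest adjusted p 0.0815), it was 3 with the mouse name prefix, 1 with the index group and 2 at a threshold of 0.1, and ranged from 0 to 30 (without R26TIR1(F74G) replicate 1, the library of lowest depth) across the 8 fits that each left out 1 mouse. DESeq2, all normalizations, the other filters, autosomes only and the fit of all libraries gave 0. Over both days (27 windows) it was 155 with DESeq2 (25 more accessible, 130 less, 13 shared with the 27, with no adjusted p given for 210066 windows), 46 with loess offsets (29 more, 17 less), 81 with a mean count of at least 50, 15 with the prefix, 3 at 0.01 and 49 at 0.1, and ranged from 2 to 56 across the 14 fits that each left out 1 mouse. The interaction gave 0 windows under all its alternatives.

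Replicate numbers did not pair the mice: the correlations of the deviations of same-numbered mice from their group means were -0.0165, -0.0727, -0.00968 and 0.0369 on day 3 and 0.0665, -0.0436 and 0.0118 on day 7. With a replicate block, 52 windows differed on day 7, 4 on day 3 and 14 over both days; with a replicate block and loess offsets, 37, 0 and 40. With both, the most accessible windows of Il2ra (0.0566) and Id2 (0.0221) on day 3 changed direction.

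For genes of Fig. 3d, the camera p on day 7 for genes up (0.599) became 0.000793 for windows within 2 kb of start sites and ranged from 0.405 to 0.992 with 1 mouse left out; for genes down (0.949, lower) it became 0.502 in the opposite direction within 2 kb and ranged from 0.711 to 0.981, with the opposite direction without R26WT replicate 1 (0.877) and without R26TIR1(F74G) replicate 2 (0.806). On day 3, for genes up (0.0513) the camera p became 0.394 within 100 kb, 0.0604 with loess offsets and 0.781 in the opposite direction within 2 kb. With 1 mouse left out it ranged from 0.0221 to 0.175. It was under 0.05 without R26WT replicate 2 (0.0221), R26WT replicate 3 (0.0499), R26TIR1(F74G) replicate 1 (0.0254) or R26TIR1(F74G) replicate 2 (0.0488). For genes down (0.0630) it became 0.0132 within 100 kb, 0.000425 within 2 kb and 0.125 with loess offsets. With 1 mouse left out it ranged from 0.0204 (without R26WT replicate 1) to 0.144. The correlation of log2 fold changes between days (-0.017) became 0.123 with a mean count of at least 50. Windows within 2 Mb of the R26 locus included 0 differential ones, as within 10 Mb. Motif accessibility scores were not run.

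The 12 named differential windows kept their direction in all 256 alternative fits and were not called in 118. They were chosen as windows whose groups did not overlap, with large changes, so a kept direction says little about robustness. These 118 include the DESeq2 fit of the Arhgap17 window over both days, which gave no adjusted p and so did not test it against the threshold. Of 197 alternative fits of the most accessible windows of the 11 genes named in the paper on day 7, 11 changed direction, all with 1 mouse left out; log2 fold changes then ranged from -0.0985 to 0.0346 (without R26TIR1(F74G) replicate 1) for Sox4, -0.211 to 0.0749 (without R26WT replicate 1) for Foxp3, -0.118 to 0.0480 (without R26WT replicate 1) for Il7r and -0.139 to 0.0373 (without R26WT replicate 2) for Tnfrsf18. None passed the threshold. On day 3, 7 of 230 changed direction: Il2ra with loess offsets (0.0605), with a mean count of at least 50 (0.0239) and with 1 mouse left out (-0.175 to 0.0731), Id2 with loess offsets (0.0232), and 2 with the replicate block and loess offsets as above. Over both days, 11 of 274 did so, Lrrc32 (-0.0831 to 0.0967) and Sox4 (-0.00901 to 0.0727) with 1 mouse left out and with the prefix as a term (-0.0535 and -0.0247), and 1 passed the threshold, Il2rb with DESeq2 (log2 fold change -0.33). The pseudocount moved none of the log2 values of single windows by more than the SD between mice.

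In simulated data, 50.7% of 2-fold changes were found on day 7 and 40.3% on day 3, and 5.97% of 1.5-fold changes on each of these days. With a mean count of at least 50, 90.3% and 78.6% of 2-fold changes but only 16.7% and 17.6% of 1.5-fold changes were found, so that a change of 1.5-fold within 1 day was mostly not detectable. Depth itself was not varied.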

Other observations

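The tests on heat shock and early response genes, the splits for windows within 2 kb of start sites and the share of windows that changed in the same direction on both days were chosen only after the results they bear on, or the data, were seen.

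Other splits of the same mice gave as many differential windows as the split by genotype on day 7, where 4 of the 10 splits of the 6 mice gave at least 11 windows; with 3 mice against 3 no split can be rarer than 1 in 10. The split by genotype had the highest number at an unadjusted p under 0.05 (14179, against 7173 to 13878 in the other 9). On day 3, 0 windows differed, a count that all 35 splits reach whatever the grouping, so that it says nothing about genotype; the number at an unadjusted p under 0.05 can be compared, and 2 of 35 had as many windows at an unadjusted p under 0.05 as the 17785 of the split by genotype. Another split of day 3 gave 65 windows, the highest number. It set R26WT replicate 1 and R26TIR1(F74G) replicates 1, 3 and 4 against the other mice, and these 4 libraries have the lowest shares of counts in the 20000 most accessible windows (42.8% to 45.7%, against 46.0% to 48.8%). For the interaction of day and genotype, 0 windows differed (15221 at an unadjusted p under 0.05, smallest adjusted p 0.335), which all 25 splits drawn again reach whatever the grouping; 2 of the 25 had as many windows at an unadjusted p under 0.05.

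Log2 fold changes on day 3 and day 7 did not correlate across 232548 windows (Pearson's r -0.017, Spearman's rho -0.00051). Windows are not independent, and 440 of 700 signed splits within each day gave a correlation as high. Over the 61970 windows with a mean count of at least 50, Pearson's r was 0.123 and Spearman's rho 0.121. These values were not compared with splits, so they cannot be told from what other groupings would give. Of the 500 windows with the smallest p on day 7 among those with a mean count of at least 50 over all 14 libraries, 65.4% changed in the same direction on day 3, which 80 of 700 splits reached; of those chosen on day 3, 66.8% did so on day 7, which 62 of 700 reached. For gene expression, the paper reports a correlation between the days (Fig. 3b). It presents this for genes affected by degradation, in resting and activated cells, so values over all windows are not its counterpart.

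Windows assigned to the genes marked in Fig. 3d were tested as sets. On day 3, windows of 32 genes up in Fig. 3d had a median log2 fold change of 0.07 against 0.01 for other windows (camera p 0.0513, fry 0.0529, exact permutation p = 0.257), and 5 of 35 splits gave a camera p as small. Windows of 38 genes down in Fig. 3d had a median of -0.05 (camera p 0.0630, fry 0.0676, exact permutation p = 0.0571), which 3 of 35 splits reached; 0 of 4 R26TIR1(F74G) mice were above the median of the R26WT mice. On day 7, camera gave 0.599 and 0.949 (fry 0.631 and 0.598), which 6 and 9 of the 10 splits reached. Within 2 kb of start sites, camera p was small for genes up on day 7 (0.000793) and genes down on day 3 (0.000425), but 3 of 10 and 3 of 35 splits gave values as small; for genes down on day 7 (0.502) 6 of 10 splits did, and for genes up on day 3 (0.781) 34 of 35. Adjusted over the list alone, 4 of 1805 windows of genes up and 2 of 1193 windows of genes down differed on day 7, and 0 of 1795 and 0 of 1185 on day 3; adjusted over all windows tested, 0 did in any of these. Over both days, which was not among the comparisons set for these lists, genes up had a median of 0.03 (camera p 0.0652, fry 0.0473, exact permutation p = 0.244, with 5 of 7 R26TIR1(F74G) mice above the median of the R26WT mice), and genes down one of -0.03 (camera p 0.122, fry 0.0553, exact permutation p = 0.0371, with 1 of 7). Adjusted over the list alone, 1 of 1829 windows of genes up and 0 of 1202 of genes down differed over both days. The values 0.0473 and 0.0371 are the only ones under 0.05 among 24 fry tests and 24 exact permutation tests of lists, and with adjustment over the 24 they became 0.406 and 0.583. On the other lists, resting markers gave a camera p of 0.0475 on day 3 (lower in R26TIR1(F74G) mice, fry 0.238).

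Heat shock genes stood out among the day 7 windows. Of the 11 windows, 3 lie at the start site of Hspa1b on chromosome 17, for example from 34958897 to 34959098 (11.8 ± 3.59 CPM in R26WT and 23.6 ± 6.83 in R26TIR1(F74G) mice, SD, n = 3 each, log2 fold change 0.96). Hspa1b and Hspa1a are close copies, and reads could be shared between them. Windows within 2 kb of start sites had median log2 fold changes on day 7 of 0.76 for Hspa1a, 0.56 for Hspd1, 0.52 for Hsph1 and 0.52 for Dnajb1, and 8 of 9 heat shock genes other than Hspa1a and Hspa1b were higher in R26TIR1(F74G) mice. A candidate explanation is stress during tissue handling that differed between the groups. As a set, the list of 17 heat shock and early response genes gave a camera p of 0.0413 on day 7, but fry gave 0.437, so camera's call does not hold under fry. A division of the list into heat shock and early response genes, restricted to start sites, was made after values of single genes were seen. For the 9 heat shock genes camera gave 1.41e-09 on day 7, but fry gave 0.132. On day 3 camera gave 0.000232 in the opposite direction (fry 0.375). For start sites of the 9 heat shock genes, the mean log2 accessibility relative to the day's average was 0.17, -0.04 and 0.18 in R26TIR1(F74G) mice and -0.11, 0.05 and -0.23 in R26WT mice (exact permutation p = 0.2, where 0.1 is the smallest possible). It thus differed between mice of one genotype as well. On day 3 the difference was in the opposite direction (-0.16, exact permutation p = 0.371), with R26TIR1(F74G) mice from -0.35 to 0.23. For start sites of the 7 early response genes, camera gave 0.000322 on day 7 (6 of 7 genes higher in R26TIR1(F74G) mice), but fry gave 0.415, and the difference was 0.10 (exact permutation p = 0.5). On day 3 camera gave 0.000300 in the opposite direction (1 of 7 genes higher, fry 0.458), with a difference of -0.09 (exact permutation p = 0.6). Handling and an effect of Foxp3 degradation cannot be told apart for these windows, because either would follow the mice of one group and handling was not among the labels used here.

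In the most accessible windows of the 11 genes that the paper names, an unadjusted p under 0.05 from edgeR's quasi-likelihood test was reached by 1 of 11 on day 7, 4 of 11 on day 3 and 5 of 11 over both days, each lower in R26TIR1(F74G) mice. On day 3 these were Il2rb (log2 fold change -0.39, adjusted p = 0.500 by edgeR over all windows), Foxp3 (-0.42, adjusted p = 0.533), Tnfrsf4 (-0.38, adjusted p = 0.551) and Tnfrsf18 (-0.26, adjusted p = 0.614). Over both days they were Il2rb (-0.33, adjusted p = 0.385 by edgeR), Tnfrsf4 (-0.34, adjusted p = 0.477), Foxp3 (-0.28, adjusted p = 0.646), Izumo1r (-0.23, adjusted p = 0.667) and Il2ra (-0.21, adjusted p = 0.733). None thus passed the threshold, and the Tnfrsf4 window lies inside Sdf4, 9325 bp from the start site of Tnfrsf4. A library with a lower share of counts in highly accessible windows could also show lower values here. On day 3 this share had a median of 45.0% in R26TIR1(F74G) and 46.7% in R26WT mice. With loess offsets, the Il2ra and Id2 windows changed direction on day 3. The 4 windows listed for day 3 kept their sign in every alternative (-0.52 to -0.13). How much of their size comes from this share was not tested. With DESeq2, Il2rb had an adjusted p of 0.0348 over both days. The Foxp3 window had 9.81 ± 1.50 CPM in R26WT and 7.37 ± 0.616 in R26TIR1(F74G) mice on day 3 (SD, n = 4 each). The interaction showed no difference between the days for any window after adjustment (0 windows, 15221 at an unadjusted p under 0.05).

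Adjusted over the list of 11 genes alone, 0 of 667 windows differed on day 3 (43 at an unadjusted p under 0.05) and 2 of 676 over both days, of which the window with the smaller p is on chromosome 15 from 9580954 to 9581155, 51113 bp from the start site of Il7r (log2 fold change 0.70, adjusted p = 0.00566 over the list and 0.0603 over all windows by edgeR's quasi-likelihood test). It was named after its value was seen.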
